# SOX2 interacts with hnRNPK to modulate alternative splicing in mouse embryonic stem cells

**DOI:** 10.1186/s13578-024-01284-8

**Published:** 2024-08-19

**Authors:** Yanlan Huang, Yuxuan Liu, Mingyi Pu, Yuli Zhang, Qiang Cao, Senru Li, Yuanjie Wei, Linlin Hou

## Abstract

**Background:**

SOX2 is a determinant transcription factor that governs the balance between stemness and differentiation by influencing transcription and splicing programs. The role of SOX2 is intricately shaped by its interactions with specific partners. In the interactome of SOX2 in mouse embryonic stem cells (mESCs), there is a cohort of heterogeneous nuclear ribonucleoproteins (hnRNPs) that contributes to multiple facets of gene expression regulation. However, the cross-talk between hnRNPs and SOX2 in gene expression regulation remains unclear.

**Results:**

Here we demonstrate the indispensable role of the co-existence of SOX2 and heterogeneous nuclear ribonucleoprotein K (hnRNPK) in the maintenance of pluripotency in mESCs. While hnRNPK directly interacts with the SOX2-HMG DNA-binding domain and induces the collapse of the transcriptional repressor 7SK small nuclear ribonucleoprotein (7SK snRNP), hnRNPK does not influence SOX2-mediated transcription, either by modulating the interaction between SOX2 and its target *cis*-regulatory elements or by facilitating transcription elongation as indicated by the RNA-seq analysis. Notably, hnRNPK enhances the interaction of SOX2 with target pre-mRNAs and collaborates with SOX2 in regulating the alternative splicing of a subset of pluripotency genes.

**Conclusions:**

These data reveal that SOX2 and hnRNPK have a direct protein-protein interaction, and shed light on the molecular mechanisms by which hnRNPK collaborates with SOX2 in alternative splicing in mESCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-024-01284-8.

## Background

Transcription factors serve as master regulators of cellular identity, with the ability to orchestrate cell fate transitions, such as differentiations, reprogramming, and transdifferentiations [1, 2]. Emerging evidence underscores their capacity to act as mediators in multiple facets of gene expression.

The High-mobility group (HMG)-box transcription factor SOX2 is one of the key transcription factors that play a crucial role in maintaining pluripotency of stem cells. Within the context of pluripotency, its HMG domain selectively binds to nucleosomal entry-exit sites [3]. In collaboration with OCT4, SOX2 induces a notable ~ 90° DNA distortion away from the histone octamer, initiating chromatin opening by leveraging binding energy [4]. This process enhances the accessibility of nucleosomal DNA and triggers nucleosome-mediated cooperativity among transcription factors or regulators, leading to robust activation of pluripotent gene expression while simultaneously repressing genes associated with differentiation, or vice versa [5–7].

Apart from its well-established roles in direct DNA-level transcriptional regulation, SOX2 has recently been discovered to participate in RNA-related processes that significantly impact cell fate determination [8, 9]. Despite lacking conventional RNA-binding motifs, SOX2 has been identified as an RNA-binding protein. It recognizes G/C-rich RNA sequences through a 60-amino-acid RNA binding motif (RBM) located C-terminally adjacent to the HMG domain (amino acids 120–180) [9, 10]. The HMG domain also exhibits RNA-binding activity, but in a non-sequence-specific manner [9, 11]. In the presence of both DNA and RNA, the RBM preferably binds RNA, while the HMG domain interacts with DNA predominately [9]. The RBM is suggested to regulate alternative splicing of pre-mRNA from genes that play essential roles in cell fate determination [9]. Deletion of the RBM leads to altered splicing site selection in multiple genes bound by SOX2, especially in exons rich in G/C sequences near the 5’ splice site [9]. This disruption ultimately impacts the efficiency of somatic cell reprogramming, indicating a role for SOX2 in alternative splicing regulation [9]. RNA-seq analysis has further confirmed that the RBM controls splicing patterns, independently of the HMG domain, for specific genes [9], underlining SOX2’s role in splicing regulation that is distinct from its HMG domain-related functions. This is consistent with the observation that more than one-third of alternative regulators are transcription factors, including those containing HMG domains [12]. SOX2 is believed to regulate the alternative splicing of pre-mRNA in genes pivotal for cell fate determination by associating with splicing factors within the SOX2 interactome [9, 12–15].

Heterogeneous nuclear ribonucleoproteins (hnRNPs) constitute a significant portion of the SOX2 interactome [13, 14, 16]. This group of RNA-binding proteins is known for recognizing specific RNA sequences and is commonly associated with various RNA metabolism processes, including pre-mRNA splicing, transcription, and translation regulation [17, 18]. Among these hnRNPs, hnRNPK actively contributes to pivotal physiological and pathological processes in pluripotent stem cells and development. hnRNPK binds to and modulates the alternative splicing of the *RUNX1* transcript, exerting a subsequent impact on myeloid development [19]. Additionally, hnRNPK recruits lncRNA-Smad7 to the Bmp2 promoter, suppressing Bmp2 expression, and hinders cardiomyocyte differentiation from mouse embryonic stem cells (mESCs) [20]. hnRNPK actively contributes to preventing premature differentiation of human epidermal progenitor cells by degrading mRNAs encoding differentiation-promoting transcription factors through the DDX6 pathway [21]. Our prior investigation revealed that hnRNPK is a part of the interactome with SOX2 and several splicing factors during reprogramming [9]. Bakhmet et al. discovered frequent co-occupation of hnRNPK by vital pluripotency-related transcription factors, including SOX2, alongside active histone marks within open chromatin regions in mESCs [22]. These observations suggest a potential coordination between hnRNPK and SOX2 in the regulation of pluripotency-related gene expression at the levels of splicing and/or transcription. However, the specifics of whether and how hnRNPK participates in cross-talk with SOX2 in gene expression regulation remain undocumented.

In this study, we elucidate a collaborative role of hnRNPK with SOX2 in maintaining pluripotency in mESCs. We observed the association of SOX2 with hnRNPK and their co-localization on chromatin in the pluripotent state. Despite the direct interaction of hnRNPK with the SOX2-HMG DNA-binding domain and its role in degrading the transcription repressor 7SK snRNPs, hnRNPK is dispensable for SOX2-mediated transcription. Instead, hnRNPK affects SOX2-mediated splicing of specific pluripotency-related gene transcripts. This effect is achieved by hnRNPK through enhancing the binding of SOX2 to its target pre-mRNAs. This study highlights a hitherto unknown interplay between SOX2 and hnRNPK in pre-mRNA splicing.

## Methods

### Cell culture

NIH3T3 and HEK293T cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplied with 10% FBS (Every Green, Cat#11011–8611) and 100 mg/ml penicillin–streptomycin (NCM Biotech, Cat#C100C5). E14Tg2A (E14) embryonic stem cells (ESCs) were cultured on 0.2% gelatin-coated plates in standard mouse embryonic stem cells medium (DMEM/high glucose (Hyclone, Cat#SH30022-2B) containing 15% FBS (Natocor, Cat#SFBE), 1 × GlutaMax (Gibco, Cat#35050079), 1 × MEM nonessential amino acids (Corning, Cat#25-025-CI), 0.055 mM 2-Mercaptoethanol (Gibco, Cat#21985023), 0.5 × penicillin/streptomycin (Hyclone, Cat#SV30010), with the presence of 1000 U/ml leukemia inhibitory factor (LIF, Merck, Cat#ESG1107), 3 mM CHIR99021 (Merck, Cat#252917), 1 mM PD0325901 (Merck, Cat#391210–10-9)). All cell lines were cultivated in a humidified incubator with 5% CO_2_ at 37 °C.

### Retinoic acid (RA)-induced differentiation of ESCs

E14 ESCs were seeded at a density of 0.3 × 10^6^ cells per 10 cm dish. After 24 h, LIF was withdrawn, and retinoic acid (RA, Merck, Cat#302-79-4) was introduced at a concentration of 1 µM. Cell samples were collected 24 h, 48 h and 72 h post-treatment.

### Chromatin-binding assay

The chromatin binding assay was conducted following established protocols with modifications [23, 24]. In brief, approximately 1 × 10^7^ E14 ESCs, with or without RA treatment, were lysed for 15 min on ice in cold CSK I buffer (10 mM Pipes, pH 6.8, 100 mM NaCl, 1 mM EDTA, 300 mM sucrose, 1 mM MgCl_2_, 1 mM DTT) supplemented with 0.5% (v/v) Triton X-100, protease inhibitors (MedChemExpress, Cat#HY-K0010) and 1 mM PMSF. The cell lysate was centrifuged at 500 g at 4 °C for 3 min. The pellet was resuspended in CSK II buffer (10 mM Pipes, pH 6.8, 50 mM NaCl, 300 mM sucrose, 6 mM MgCl_2_, 1 mM DTT), treated with DNase I (ThermoFisher Scientific, Cat#EN0521) in the presence of (NH_4_)_2_SO_4_ at 37 °C for 30 min to isolate the soluble chromatin fraction. After centrifugation at 1200 g for 6 min at 4 °C, the supernatant was collected and analyzed by Western blot using antibodies (anti-SOX2, Abcam, Cat#ab97959; anti-hnRNPK, ABclonal, Cat#A1701; anti-Histone H3, Cell Singaling Technology, Cat#96C10).

### Transfection and lentiviral infection

Cell transfection utilized Lipofectamine 3000 (Yeasen, Cat#40802ES03) following the manufacturer’s instructions. Protein expression was suppressed using the lentiviral vector GV248 (CON077) expressing specific shRNA. Lentiviral particles were generated by transfecting 293 T cells with 5 μg each of psPAX2, pMD2.G, and GV248, containing either the shRNA or a scramble control. The detailed sequences are listed in Additional file 1: Table S1. 

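The shRNA target sequences were matched to the mouse transcripts of GENCODE vM21 and placed on GRCm38, the assembly that mm10 names. Sox2 (ENSMUSG00000074637.7) has a single exon on the + strand of chromosome 3, from 34650405 to 34652461. SOX2-shRNA1 matches AGGAGCACCCGGATTATAAAT at positions 34650729 to 34650749, inside the coding sequence, and the surrounding sequence is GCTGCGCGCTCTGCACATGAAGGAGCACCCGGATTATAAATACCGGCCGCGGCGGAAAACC. SOX2-shRNA2 matches CAAAGAGATACAAGGGAATTG at 34651412 to 34651432, in the 3′ UTR, within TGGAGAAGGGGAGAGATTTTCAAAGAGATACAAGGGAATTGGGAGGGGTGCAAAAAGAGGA. Hnrnpk (ENSMUSG00000021546.18), the gene that encodes hnRNPK, lies on the − strand of chromosome 13 from 58391142 to 58403343. hnRNPK-shRNA1 matches CGGATTAAACAAATTCGTCAT at 58393312 to 58393332, in coding exon 17 of the 18 exons of its longest transcript, and 13 of the 34 annotated transcripts of the gene carry the whole site. hnRNPK-shRNA2 matches GGGTTCAGTGCTGATGAAACT at 58394136 to 58394156, in coding exon 14, which 11 of the 34 transcripts carry. With up to 2 mismatches, the site of hnRNPK-shRNA1 is also found in the transcripts of the Hnrnpk copies Gm4130 and Gm7964, and that of hnRNPK-shRNA2 in those of Gm14542, Gm4130 and Gm7964. Cdk9 (ENSMUSG00000009555.16) lies on the − strand of chromosome 2 from 32705784 to 32713076. CDK9-shRNA1 matches GGACATGAAGGCTGCGAATGT at 32709913 to 32709933, in coding exon 5 of the 7 exons of the longest transcript, and CDK9-shRNA2 matches GCATGCTGTCTACTCACTTGA at 32708046 to 32708066, in coding exon 7. Of the 9 annotated transcripts of Cdk9, 7 carry the site of CDK9-shRNA1 and 4 that of CDK9-shRNA2. No other gene carried a site of the Sox2 or Cdk9 shRNAs with up to 2 mismatches. The 19 bases of the control shRNA, TTCTCCGAACGTGTCACGT, matched no annotated transcript with up to 2 mismatches.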

For lentivirus infection, E14 ESCs were trypsinized, re-suspended in standard mouse embryonic stem cells medium at a concentration of 0.25 × 10^6^ /ml. Cells (2 ml) were mixed with virus and plated onto gelatinized wells of 12-well plates. Polybrene (Yeasen, Cat#40804ES76) was added at a concentration of 8 µg/ml. Cells were incubated with the virus for 24 h, fed with fresh media, and then incubated for an additional 24 h for recovery. All shRNA knockdown (KD) experiments concluded after a 5-day drug selection period (puromycin, 1 μg/ml).

### RNA isolation, RT-PCR and quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from cells using TRIzol regent (Vazyme, Cat#R401-01) according to the manufacturer’s instructions. cDNAs were synthesized using Hifair^®^ III 1st Strand cDNA Synthesis Kit (Yeasen, Cat#11139ES60) from 2 μg of total RNA. Low-cycle PCR for detecting patterns of alternative splicing was subsequently performed with GoldenStar^®^ T6 Super PCR Mix (1.1 ×) (TSINGKE, Cat#TSE101) [25]. Primers sequences are listed in Additional file 1: Table S1. *Gapdh* was used as control. PCR products were analyzed on 1% agrose gel and visualized using a Tanon 2500 Fully Automated Digital Gel Imager (Tanon) and quantified using the QuantStudio 3 Real-Time PCR System (ThermoFisher Scientific). For qPCR, Hieff UNICON^®^ Universal Blue qPCR SYBR Green Master Mix (Yeasen, Cat#11184ES08) was used following the manufacturer’s instructions. Primer sequences used for RT-PCR and qRT-PCR are listed in Additional file 1: Table S1.

### Alkaline phosphatase (ALP) assay

After PBS buffer washing, wild-type (WT), RA-treated and shRNA KD E14 ESCs were collected in cell lysis buffer (20 mM Tris-Cl, pH 7.5, 150 mM NaCl, 1% Triton X-100). The harvested cells underwent sonication and subsequent centrifugation at 12,000 rpm for 20 min at 4 °C. The resulting supernatant was utilized for ALP activity assessments using Alkaline Phosphatase Assay Kit (Beyotime, Cat#P0321S). ALP activity was measured three times with the same sample as the manufacturer's instructions using BioTek Epoch Microplate Spectrophotometer (Agilent).

### Chromatin immunoprecipitation (ChIP)

The experiment was conducted following the protocol described [26]. Approximately 1 × 10^7^ WT or *hnRNPK*-KD E14 ESCs were crosslinked with 1% formaldehyde for 10 min at room temperature (RT) and subsequently lysed successively with Lysis Buffer 1 (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100), Lysis Buffer 2 (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) and Lysis Buffer 3 (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-Deoxycholate, 0.5% N-lauroylsarcosine, 1 × protease inhibitor). The cell suspension was sonicated using a Covaris M220 Focused-ultrasonicator (water temperature 4 °C, incident power 75 W, duty factor 10) for 5 min to yield DNA fragments approximately 200-300 bp in size. After centrifugation at 20,000 g for 10 min at 4 °C, the supernatant was incubated with 3 ug GST-antibody (Proteintech, Cat#075501) overnight at 4 °C with slow rotation. The next day, 20 ul Pierce™ Protein A/G Magnetic Beads (ThermoFisher Scientific, Cat#26162) were added into the supernatants and rotated at 4 °C for 2 h. The beads were then washed successively with high salt buffer (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), LiCl buffer (10mM Tris-HCl, pH 8.0, 250 mM LiCl, 1 mM EDTA, 1% Na-Deoxycholate, 1% NP-40) and TE buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA). The protein-DNA complexes were eluted with elution buffer (50 mM Tris-HCl, pH 8.0, 1 mM EDTA, 1% SDS) at 65 °C for 30 min. The co-eluted RNA was removed by RNase A (Beyotime, Cat# ST577) treatment at 37 °C for 2 h, followed by protein cleanup using Proteinase K (Beyotime, Cat# ST533) at 55 °C for 2 h. DNA fragments were extracted and precipitated in isopropanol for subsequent qRT-PCR analyses.

### Co-immunoprecipitation (Co-IP)

Around 1 × 10^7^ WT E14 ESCs were lysed in IP lysis buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 10% glycerol, 1 × protease inhibitor cocktail (MedChemExpress, Cat#HY-K0010), 1 mM VRC (Beyotime, Cat#R0108)) on ice for 1 h. Lysates were homogenized with a 0.4 mm needle and centrifuged at 12,000 rpm for 20 min at 4 °C. Supernatants were incubated with anti-SOX2 antibody (Cell Signaling, Cat#23064) or IgG (Solarbio, Cat#SP034) and rotated overnight at 4 °C. On the following day, 20 ul Pierce™ Protein A/G Magnetic Beads (ThermoFisher Scientific, Cat#26162) were added into the supernatants and rotated at 4 °C for 2 h. The beads were washed four times with wash buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.5% NP-40, 1 × protease inhibitor cocktail (MedChemExpress, Cat#HY-K0010), 1 mM VRC (Beyotime, Cat#R0108)) and eluted by boiling in 50 μl SDS loading buffer, followed by Western blotting with the relevant antibodies (anti-hnRNPK, Santa Cruz Biotechnology, Cat#sc-28380; anti-HEXIM1, proteintech, Cat#15,676-1-AP; anti-CYCLINT1, abcam, Cat#ab184703; anti-SOX2, Cell Signaling technology, Cat#23064S).

### Pull-down assay

Mouse *Sox2* (Gene ID: 20674), *Sox2*-HMG, *Sox2*-ΔHMG, *hnRNPK* (Gene ID: 15387), *Hexim1* (Gene ID: 192231), and *CyclinT1* (Gene ID: 12455) cDNAs were amplified using 2 × Phanta Max Master Mix (Vazyme, Cat#P515-01). Expression plasmids for GST-tagged proteins (SOX2, SOX2-HMG, SOX2-ΔHMG and HEXIM1) were created by cloning the cDNAs into the PGEX-4T-1 vector at the EcoRI-XhoI sites. The expression plasmid for His-tagged hnRNPK was constructed by cloning its cDNA into pET28a at the NcoI-XhoI sites. The expression plasmid for His-tagged hnRNPK-ΔKI was constructed by PCR amplification of the His-tagged hnRNPK expression plasmid, followed by blunt-end ligation using the Blunt/TA Ligase Master Mix (NEB, Cat#M0367). The expression plasmid for HA-tagged SOX2 was generated by ligating the HA-tag DNA fragment at the 3’ end of the *Sox2* cDNA and cloning it into the pET28a vector at the NcoI-XhoI sites. The expression plasmid for Flag-tagged CYCLINT1 was constructed by ligating the Flag-tag DNA fragment at the 3’ end of the *CyclinT1* cDNA and cloning it into the pET28a vector at the NcoI-XhoI sites. The primers used are detailed in Additional file 1: Table S1. *E. coli* BL21 (DE3) cells transformed with the constructs were cultivated at 37 °C until reaching OD_600_ = 0.4-0.6, and protein expression was induced with 0.2 mM IPTG for SOX2, SOX2-HMG, SOX2-ΔHMG, hnRNPK, hnRNPK-ΔKI and CYCLINT1 at 30 °C for 4 h, or 0.2 mM IPTG for HEXIM1 overnight at 20 °C. Cells were harvested by centrifugation, resuspended in buffer A (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% NP-40, 1 mM EDTA, 1 × protease inhibitor cocktail (MedChemExpress, Cat#HY-K0010)), and incubated on ice for 30 min. After centrifugation at 12,000 g for 30 min at 4 °C, supernatants were incubated with glutathione agarose (Sangon biotech, Cat#C600031) or Ni-NTA agarose (Biomed, Cat# PA304-01) overnight at 4 °C with rotation and washed four times with buffer A. Proteins bound to glutathione beads were eluted with buffer B (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% NP-40, 1 mM EDTA, 15 mM reduced glutathione), separated on a 12% SDS-PAGE gel, and assayed by Western blot using antibodies (anti-His, Abcam, Cat#ab18184; anti-GST, Santa Cruz Biotechnology, Cat#sc-138).

### Immunofluorescence staining (IF)

Mouse *Sox2* (Gene ID: 20674) and *hnRNPK* (Gene ID: 15387) cDNAs were amplified using 2 × Phanta Max Master Mix (Vazyme, Cat#P515-01). The expression plasmid for HA-tagged SOX2 was created by ligating the HA-tag DNA fragment at the 3’ end of the *Sox2* cDNA and then cloned into the pcDNA3.1 vector at the NheI-XbaI sites. The expression plasmid for Flag-tagged hnRNPK was constructed by ligating the Flag-tag DNA fragment at the 3’ end of the *hnRNPK* cDNA and subsequently cloned into the pcDNA3.1 vector at the NheI-XhoI sites. The expression plasmids were then co-transfected or independently transfected into NIH3T3 cells using Lipofectamine 3000 (Yeasen, Cat#40802ES03) following the manufacturer’s instructions. NIH3T3 cells expressing HA-tagged SOX2 and/or Flag-tagged hnRNPK were fixed with 4% paraformaldehyde (LEAGENE, Cat#DF0135) for 15 min. Subsequently, they were permeabilized with 0.1% Triton X-100 for 10 min, blocked with 3% sheep serum (Sangon biotech, Cat#E510009) for 1 h at RT, and incubated with the appropriate antibodies (anti-Flag, proteintech, Cat#66008–4-Ig; anti-HA, proteintech, Cat#81290–1-RR) overnight at 4 °C. Following six washes with PBST, the cells were stained with secondary fluorescent antibodies (Goat anti-Rabbit IgG (H + L), Invitrogen, Cat#A11008; Goat anti-Mouse IgG (H + L), Invitrogen, Cat#A-11005) for 2 h at RT and then washed. The immuno-stained cells were observed using a Nikon ECLIPSE Ti2-E confocal microscope (Nikon) equipped with DAPI, GFP and RFP filter cubes.

### Electrophoretic mobility shift assay (EMSA)

DNA binding reactions were conducted following established protocols [25]. Subsequently, the reaction samples were separated on an 8% native polyacrylamide gel in darkness at 4 °C in 0.5 × TAE at 200 V. Signal visualization was performed using a Typhoon™ FLA 7000 biomolecular imager (GE Healthcare), and quantification was carried out using the ImageQuant TL software (GE Healthcare).

### Dual-luciferase reporter assay

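The 305 bp sequence of the Fgf4 enhancer in Table S1 matched chromosome 7 of GRCm38 without a mismatch, from 144864284 to 144864588. In GENCODE vM21, Fgf4 (ENSMUSG00000050917.5) is annotated on the + strand, and its transcript ENSMUST00000060336.4 has 3 exons. The enhancer lies inside exon 3, which runs from 144862765 to 144865243, and belongs to the 3′ UTR of the transcript. Between position 144862941, where the annotated coding part of the exon ends, and the first base of the enhancer lie 1342 bases. The GC content of the sequence is 43.0%. It reads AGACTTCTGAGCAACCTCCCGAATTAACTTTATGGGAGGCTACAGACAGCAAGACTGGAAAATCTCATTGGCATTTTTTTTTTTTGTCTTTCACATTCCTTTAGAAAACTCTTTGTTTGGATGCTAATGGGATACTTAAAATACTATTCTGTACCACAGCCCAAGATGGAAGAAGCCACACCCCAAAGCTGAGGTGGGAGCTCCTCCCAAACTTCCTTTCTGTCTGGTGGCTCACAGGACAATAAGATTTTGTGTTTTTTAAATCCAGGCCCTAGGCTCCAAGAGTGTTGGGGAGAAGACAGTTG on the + strand.

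**Figure D1:**
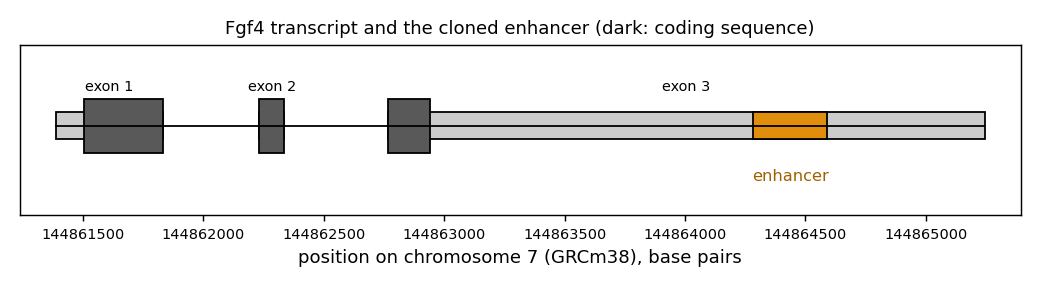
Map of the Fgf4 transcript on chromosome 7 of GRCm38, with the position in base pairs on the horizontal axis. Dark boxes are coding sequence, light boxes are untranslated parts of the 3 exons, and the orange box is the enhancer, from 144864284 to 144864588 inside exon 3.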

The enhancer region of *Fgf4* (mm10, chr7:144,864,284–144,864,588) was cloned by PCR amplification of genomic DNA from C57BL/6 mice, and subsequently inserted into the PGL3-promoter vector with KpnI and NheI restriction sites to generate the plasmid for luciferase activity assay. The sequence and primers used are detailed in Additional file 1: Table S1. WT or *hnRNPK*-KD E14 ESCs were seeded into 12-well plates at a density of 0.5 × 10^6^ cells per well. Luciferase assay was performed in ESCs transfected with 10 ng of pRL-TK and 200 ng of luciferase reporter plasmids containing the *Fgf4* enhancer for 48 h. Afterward, the cells were lysed, and luciferase activity was assessed using a Dual-Luciferase Reporter assay kit (Yeasen, Cat#11402ES60) following the manufacturer’s instructions. The measurements were conducted using triplicate biological samples.

### Preparation of hnRNPK and HEXIM1 proteins

The proteins were expressed in *E. coli* BL21 (DE3). Transformed cells were cultivated at 37 °C until reaching OD_600_ = 0.4–0.6, and protein expression was induced with 0.2 mM IPTG for hnRNPK at 30 °C for 4 h or 0.2 mM IPTG for HEXIM1 overnight at 20 °C. Cells were then collected by centrifugation, resuspended in lysis buffer 1 (50 mM Tris-HCl, pH 7.4, 500 mM NaCl, 20 mM imidazole, 6% glycerol, 1 mM DTT, 1 mM PMSF) for hnRNPK or lysis buffer 2 (50 mM Tris-HCl, pH 7.4, 500 mM NaCl, 5 mM MgCl_2_, 20 mM imidazole, 6% glycerol, 1 mM DTT, 1 mM PMSF) for HEXIM1, and disrupted by ultrasonication (Xinzhi JY92 Ultrasonic homogenizer; 300 W, 30 min for a 30 ml suspension with on/off cycles of 3 s/6 s). The proteins were captured with Ni-NTA resin (ThermoFisher Scientific, Cat#88222) or glutathione agarose (Sangon biotech, Cat#C600031). Purified proteins were subsequently dialyzed into lysis buffer using ultrafiltration tubes (Merck, Cat#UFC900308). Protein concentrations were determined by measuring the UV absorbance at 280 nm.

### Preparation of RNA substrates

The mouse 7SK snRNA gene (Gene ID: 19817) and its truncation SL1 were amplified with the primers indicated in Additional file 1: Table S1 and in vitro transcriptions were performed using TranscriptAid T7 High Yield Transcription Kit (ThermoFisher Scientific, Cat#K0441) following the manufacturer’s instructions. After phenol–chloroform extraction and ethanol precipitation, RNA concentrations were determined by measuring the UV absorbance at 260 nm and analyzed on 2% agarose gels.

### RNA immunoprecipitation assay (RIP)

In vitro RIP was performed with purified His-tagged hnRNPK and GST-tagged HEXIM1. After washing with RNA binding buffer (50 mM Tris-HCl, pH 8.3, 135 mM KCl, 15 mM NaCl, 10% glycerol) for three times, 50 μl Ni-NTA magnetic resin (Biomed, Cat#PA303) or 50 μl glutathione agarose (Sangon biotech, Cat#C600031) was incubated with incubate with 1.2 nmol His-tagged hnRNPK or 1.2 nmol GST-tagged HEXIM1 and varying amounts of His-tagged hnRNPK with gentle rotating at 4 °C for 2 h. After three additional washes with RNA binding buffer, 1.2 nmol RNAs were combined with the beads and incubated with gentle rotation at 4 °C for 2 h. Following four washes with RNA binding buffer, the bound RNAs were eluted with 10 mM EDTA, pH 8.2, and 95% formamide at 90 °C for 10 min. The elution fractions were then separated on a 2% agarose gel in 1 × TAE at 200 V.

RIP using cell lysate was conducted as previously described [27]. Briefly, approximately 2 × 10^7^ E14 ESCs were detached with 0.25% Trypsin (Gibco, Cat#25200114). The cell pellet was resuspended in an equal volume of lysis buffer (100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES, pH 7.0, 0.5% NP40, 1 mM DTT, 100 U/ml RNase Out (MedChemExpress, Cat#HY-K1033), 400 μM VRC (Beyotime, Cat#R0108), Protease inhibitor cocktail (MedChemExpress, Cat#HY-K0010)), kept on ice for 5 min, and then immediately used for immunoprecipitation or transferred to liquid nitrogen for storage. The lysate was thawed on ice, and cell debris were removed by centrifugation at 4 °C. Prior to immunoprecipitation, the lysate was pre-cleared with Pierce™ Protein A/G Magnetic Beads (ThermoFisher Scientific, Cat#26162) and then subjected to the addition of anti-GST antibodies (proteintech, Cat#10000-0-AP) pre-bound to Pierce™ Protein A/G Magnetic Beads (ThermoFisher Scientific, Cat#26162) for 4 h at 4 °C. In total, 5 μg of antibodies were used for each RIP reaction. Beads were then washed five times in ice-cold NT2 buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP40). RNAs were released from ribonucleoprotein complexes with Proteinase K (Beyotime, Cat#ST533) at 55 °C for 30 min. RNA was isolated with TRIzol reagent (Vazyme, Cat#R401-01) and precipitated in 75% ethanol, resuspended in DEPC H_2_O for further qRT-PCR analysis. Primer sequences used are listed in Additional file 1: Table S1.

### RNA-sequencing (RNA-seq)

RNA-seq was performed in E14 ESCs infected with control shRNA, *Sox2* shRNAs, *hnRNPK* shRNAs or *Cdk9* shRNAs. Biological duplicates were prepared. Total RNA from each sample was extracted from the cells with TRIzol regent (Vazyme, Cat#R401-01). The library construction and sequencing were performed at BGI with a BGISEQ platform with 150-bp paired-end reads.

### Bioinformatics analysis

The RNA-seq reads underwent initial processing by trimming sequencing adapters and filtering out read pairs with low quality or complexity using Trimmomatic [28]. The resulting clean read pairs were then aligned to GENCODE vM23 (mm10) using STAR (version 2.7.10) [29]. Significantly differential transcript expression was determined using edgeR [30] with q value < 0.05 and absolute log_2_ fold change (log_2_FC) value > 0.6. Differential splicing analysis was performed using rMATS (v4.0.1) [31] based on GENCODE vM23 transcript models, with a false discovery rate (FDR) threshold set at 0.05. Following the identification of alternative splicing events by rMATS, those with an FDR < 0.05 were aggregated within the same cluster for downstream analysis. Each specific type of alternative splicing event is examined separately. For A3SS or A5SS alternative splicing events, the datasets were aligned using common gene ID, gene symbol, short and long exon information, as well as flanking exon details. Concerning the other three types (SE, RI, MXE), shared alternative splicing events are identified by aligning the start and end positions of upstream and downstream exons. The number of alternative splicing events or genes in different alternative splicing types was recorded and plotted with the Venn function in jvenn (https://www.bioinformatics.com.cn/static/others/jvenn/example.html). For the analysis of alternative splicing junctions, junction events were categorized based on strand information, and the exon–intron junction positions were aligned to GENCODE vM23 (mm10) with a 25 bp extension both upstream and downstream of the junction position. Reads not adhering to the specified junction criteria or not meeting the FDR < 0.1 criteria were excluded. Subsequently, a probability calculation was conducted, and a position weight matrix (PWM) was generated to derive motifs. The isoform switch analysis was performed by IsoformSwitchAnalyzeR [32].

### Rescue experiment

The *hnRNPK* (Gene ID: 15387) was amplified using 2 × Phanta Max Master Mix (Vazyme, Cat#P515-01). The expression plasmid for Flag-tagged hnRNPK was constructed by ligating the Flag-tag DNA fragment at the 3’ end of the hnRNPK cDNA and subsequently cloned into the pcDNA3.1 vector at the NheI-XhoI sites. The expression plasmid for Flag-tagged hnRNPK-ΔKI was constructed by PCR amplification of the Flag-tagged hnRNPK expression plasmid, followed by blunt-end ligation using the Blunt/TA Ligase Master Mix (NEB, Cat#M0367). The expression plasmid was then transfected into *hnRNPK*-KD E14 ESCs using Lipofectamine 3000 (Yeasen, Cat#40802ES03) following the manufacturer’s instructions. Primers sequences used for the plasmid construction are listed in Additional file 1: Table S1. After 48 h of cultivation, cells were harvested to for test.

The *Eif4a2*^*PTC*^ (Gene ID: 13682) and *Ash2l-b* (Gene ID: 23808) cDNAs were amplified using 2 × Phanta Max Master Mix (Vazyme, Cat#P515-01) and then inserted into the pLVX-TRE3G vector (Takara, Cat#631187) using NdeI and EcoRI restriction sites, respectively, to generate plasmids for lentiviral particle production. Primers sequences used for the plasmid construction are listed in Additional file 1: Table S1. Following the manufacturer’s instructions, *hnRNPK*-KD and *Sox2*-KD E14 ESCs were infected with lentivirus, and 4 ug/ml doxycycline (Dox) was added 24 h post-infection. After 48 or 72 h of cultivation, cells were harvested to assess the rescue effects.

### Availability of data and materials

All raw sequence data and processed results for bioinformatics analysis have been deposited in the NCBI Gene Expression Omnibus (GEO) Archive under the accession number GSE232524. All data used in this study are available from the corresponding author on reasonable request.

## Results

### SOX2 and hnRNPK are both required for maintaining pluripotency in mouse embryonic stem cells

It has been shown that thousands of hnRNPK target sites are often co-occupied by pluripotency-related factors, such as SOX2, in mouse embryonic stem cells (mESCs) [22]. To explore the correlation between the pluripotent state and the co-localization of SOX2 and hnRNPK, we induced differentiation in E14 ESCs using retinoic acid (RA) and assessed the chromatin binding of SOX2 and hnRNPK. Chromatin was extracted from ESC nuclei, and the levels of SOX2 and hnRNPK in the chromatin preparation were compared. The results revealed robust chromatin binding of both SOX2 and hnRNPK in undifferentiated ESCs, while their chromatin binding significantly decreased in RA-treated differentiated ESCs (Fig. 1A, B).

**Fig. 1:**
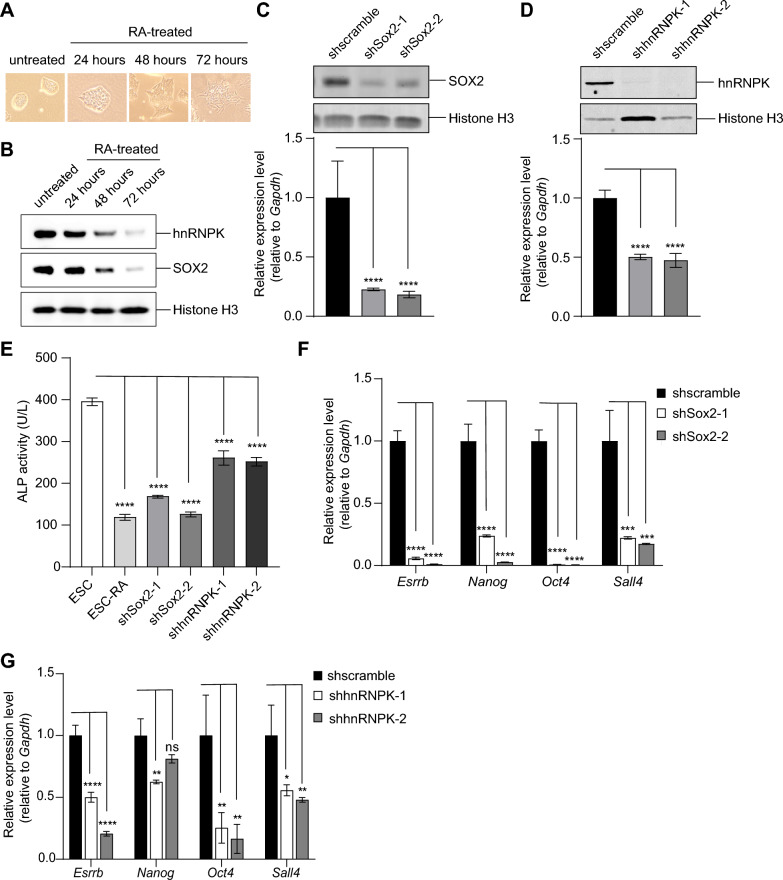
hnRNPK and SOX2 are both indispensable for maintaining pluripotency in mESCs. **A** Morphology of E14 ESCs before and after treatment with RA for 24 h, 48 h or 72 h. **B** Western blot analysis of hnRNPK, SOX2 and Histone H3 protein levels in the nuclear chromatin preparation isolated from E14 ESCs from (**A**). **C** Western blot (upper panel) and qRT-PCR (lower panel) analyses of SOX2 protein and RNA expression levels in *Sox2*-KD E14 ESCs. shscramble: E14 ESCs infected with scrambled control shRNA; shSox2-1 and shSox2-2: E14 ESCs infected with shRNAs targeting *Sox2*. **D** Western blot (upper panel) and qRT-PCR (lower panel) analyses of hnRNPK protein and RNA expression levels in *hnRNPK*-KD E14 ESCs. shscramble: E14 ESCs infected with scrambled control shRNA; shhnRNPK-1 and shhnRNPK-2: E14 ESCs infected with shRNAs targeting *hnRNPK*. **E** The expression of ALP activity in WT (ESC), RA-treated (ESC-RA), *Sox2*-KD (shSox2-1 and shSox2-2) and *hnRNPK*-KD (shhnRNPK-1 and shhnRNPK-2) E14 ESCs. **F** The relative transcript levels of selected pluripotency markers in *Sox2*-KD E14 ESCs were analyzed by qRT-PCR. **G** The relative transcript levels of selected pluripotency markers in *hnRNPK*-KD E14 ESCs were analyzed by qRT-PCR. Data in Fig. 1 are represented as mean ± SD (n = 3). ANOVA was used to assess significance (****, ***, ** and * indicate P-values of < 0.0001, < 0.001, < 0.01 and < 0.05, respectively; ns indicates *P*-value = 0.0507)

To further assess the significance of SOX2 and hnRNPK in maintaining pluripotency, we employed shRNAs targeting their respective transcripts to downregulate their expression in E14 ESCs. Successful knockdown (KD) of both *Sox2* and *hnRNPK* was confirmed through Western blot and qRT-PCR analyses (Fig. 1C, D). ESC pluripotency was evaluated by measuring alkaline phosphatase (ALP) enzymatic activity. Similar to ESCs treated with RA for 72 h (ESC-RA), ESCs with *Sox2* or *hnRNPK* KD (shSox2-1, shSox2-2; shhnRNPK-1, shhnRNPK-2) exhibited significantly reduced ALP activity compared to wild-type (WT) ESCs (ESC) (Fig. 1E). Consistently, KD of *Sox2* or *hnRNPK* in ESCs resulted in the suppression of mRNA expression levels of pluripotency-related genes, including *Esrrb*, *Nanog*, *Oct4*, and *Sall4* (Fig. 1F, G). Additionally, the expression of both *Sox2* and *hnRNPK* was downregulated in either *Sox2*-KD or *hnRNPK*-KD ESCs (Additional file 2: Figure S1), suggesting a mutual dependency between them. In summary, these findings underscore the necessity of the concurrent presence of hnRNPK and SOX2 in maintaining pluripotency.

### SOX2 directly associates with hnRNPK

Our previous study demonstrated the co-presence of SOX2 and hnRNPK within a common interactome during mouse embryonic fibroblasts (MEF) reprogramming [9]. Here, we validated their association using an anti-SOX2 immunoprecipitation (IP) assay followed by Western blot in E14 ESCs. Western blot analysis confirmed the co-immunoprecipitation (co-IP) of SOX2 with hnRNPK, indicating that SOX2 and hnRNPK are components of the same complex within the pluripotent background (Fig. 2A). This colocalization was further affirmed through immunofluorescence staining (IF). NIH3T3 cells expressing HA-tagged SOX2 (HA-SOX2) and Flag-tagged hnRNPK (Flag-hnRNPK) were fixed 48 h post-transfection and subjected to primary antibody against HA (derived from rabbit) or/and Flag (derived from mouse). Confocal microscopy analysis of the IF assay revealed the close proximity of SOX2 and hnRNPK within the nuclear region (Fig. 2B).

**Fig. 2:**
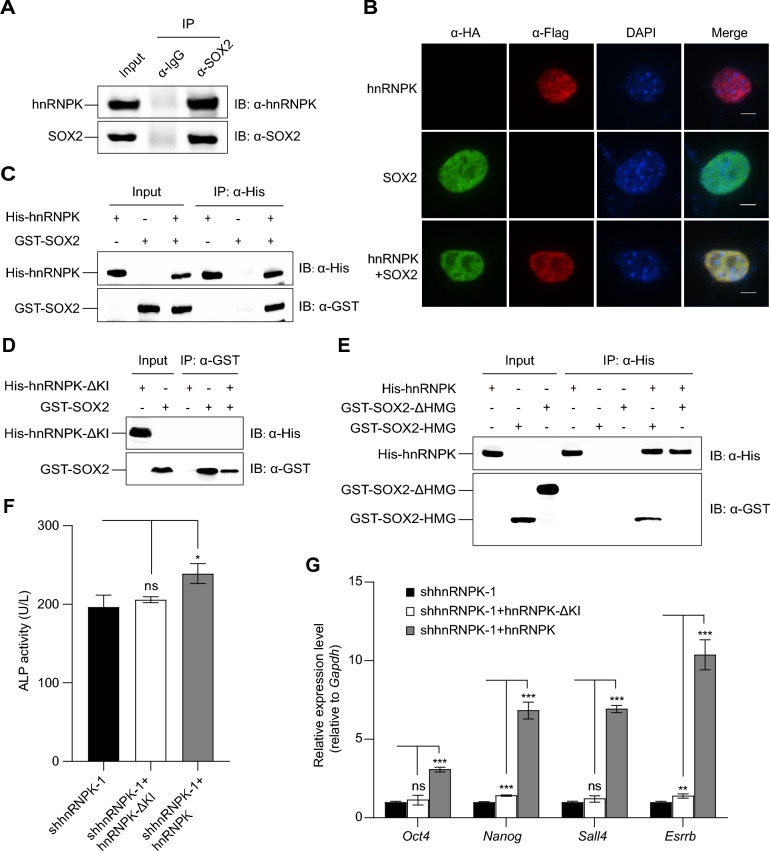
SOX2 directly interacts with hnRNPK. **A** Co-IP of SOX2 with hnRNPK. Whole cell lysates of E14 ESCs were immunoprecipitated with anti-SOX2 antibody or IgG. IP products were blotted with anti-SOX2 and anti-hnRNPK antibodies. **B** Immunofluorescence colocalization of SOX2 and hnRNPK. NIH3T3 cells expressing HA-SOX2 and/or Flag-hnRNPK were immuno-stained for HA (green) and Flag (red). Colocalization of SOX2 and hnRNPK was indicated in merged panels (yellow). DAPI stained cell nuclei (blue). Scale bars: 10 μm. **C** *In vitro* pull-down assays of His-hnRNPK with GST-SOX2. *E. coli* lysates expressing GST-SOX2 were incubated with either His-hnRNPK or His coupled with Ni-NTA agarose beads, and the resulting pull-down products were detected using anti-His or anti-GST antibodies. **D** *In vitro* pull-down assays of His-hnRNPK-ΔKI with GST-SOX2. *E. coli* lysates expressing His-hnRNPK-ΔKI derivates were incubated with either GST-SOX2 or GST coupled with glutathione agarose beads, and the resulting pull-down products were detected using anti-His or anti-GST antibodies. **E** *In vitro* pull-down assays of His-hnRNPK with GST-SOX2 derivates. *E. coli* lysates expressing GST-SOX2 derivates were incubated with either His-hnRNPK or His coupled with Ni-NTA agarose beads, and the resulting pull-down products were detected using anti-His or anti-GST antibodies. The symbols ‘ + ’ and ‘-’ denote the presence and absence, respectively, of the corresponding protein in the reaction mix. **F** The expression of ALP activity in *hnRNPK*-KD E14 ESCs (shhnRNPK-1) and *hnRNPK*-KD E14 ESCs expressed hnRNPK (shhnRNPK-1 + hnRNPK) or hnRNPK-ΔKI (shhnRNPK-1 + hnRNPK-ΔKI). **G** The relative transcript levels of selected pluripotency markers in E14 ESCs from (**F**) were analyzed by qRT-PCR. Data are represented as mean ± SD (n = 3). ANOVA was used to assess significance (***, ** and * indicate P-values of < 0.001, < 0.01 and < 0.05, respectively; ns indicates not significant)

The colocalization of SOX2 and hnRNPK prompted us to investigate their potential direct interaction. To examine this, we expressed recombinant glutathione-S-transferase (GST)-tagged SOX2 (GST-SOX2) and His-tagged hnRNPK (His-hnRNPK) in *E. coli* (BL21) cells and conducted a pull-down assay using bacterial extracts. As confirmed by subsequent Western blot analysis, SOX2 was found to directly associate with hnRNPK (Fig. 2C). hnRNPK interacts with over 100 protein partners through its K-protein-interaction (KI) domain, enabling its participation in crucial cellular processes such as DNA transcription, RNA splicing, RNA stability, and translation [33]. To investigate the role of the KI domain in the interaction between hnRNPK and SOX2, we generated an expression plasmid for His-tagged truncated hnRNPK lacking the KI domain (hnRNPK-ΔKI). Recombinant GST-tagged SOX2 protein (GST-SOX2) and His-tagged hnRNPK-ΔKI protein (His-hnRNPK-ΔKI) were expressed in *E. coli* (BL21). *In vitro* pull-down assay using bacterial lysates, followed by Western blot analysis, demonstrated that the absence of the KI domain in hnRNPK disrupted its interaction with SOX2, thus indicating that the KI domain mediates hnRNPK’s interaction with SOX2 (Fig. 2D). Furthermore, to identify the specific domain(s) of SOX2 responsible for its interaction with hnRNPK, we created expression plasmids for GST-tagged truncated SOX2 variants: SOX2-HMG (40–119, containing the HMG domain) and SOX2-ΔHMG (lacking 40–119, devoid of the HMG domain). These truncated SOX2 proteins and His-hnRNPK recombinant protein were expressed in *E. coli* (BL21). The subsequent *in vitro *pull-down assay using bacterial lysates, combined with Western blot analysis, revealed that SOX2 interacts with hnRNPK through its HMG domain (Fig. 2E), suggesting that hnRNPK may have an impact on SOX2-mediated transcriptional regulation. Partial dysfunction of hnRNPK is likely due to the loss of protein-protein interaction [33–35]. To assess the significance of hnRNPK-SOX2 interaction in maintaining pluripotency in ESCs, we evaluated ALP activity and the expression of pluripotency-related genes in *hnRNPK*-KD E14 ESCs upon expression of hnRNPK or hnRNPK-ΔKI. We found that hnRNPK expression increased both ALP activity and the expression of pluripotency-related genes, whereas expression of hnRNPK-ΔKI, which cannot form a complex with SOX2, showed no significant effect (Fig. 2F, G), highlighting the importance of hnRNPK-SOX2 interaction in maintaining ESC pluripotency.

### hnRNPK is dispensable for SOX2 in transcriptional regulation

We next sought to understand how the SOX2/hnRNPK complex contributes to the maintenance of pluripotency. Given the pivotal role of SOX2 as a transcription factor in ESC maintenance, we investigated whether hnRNPK influences SOX2 in transcriptional regulation. We initially examined the effect of hnRNPK on SOX2’s DNA-binding activity using electrophoretic mobility shift assays (EMSAs) with a Cy5-labeled DNA of the *Fgf4* enhancer element. Interestingly, increasing the quantity of hnRNPK does not affect the binding of SOX2 to the DNA substrate (Fig. 3A). Consistently, ChIP-qPCR assays also revealed that KD of *hnRNPK* did not disrupt the binding of SOX2 to its target genes (Fig. 3B). To further evaluate the influence of hnRNPK on SOX2-mediated transcriptional regulation, we conducted a dual-luciferase reporter assay with a SOX2-targeted *Fgf4* enhancer construct (Fig. 3C, upper panel) transiently transfected into E14 ESCs. In cells expressing *Sox2*-shRNAs, the expression of the reporter gene was significantly reduced, while it showed minimal change in cells expressing *hnRNPK*-shRNAs (Fig. 3C, lower panel). These results suggest that hnRNPK does not impact SOX2 in transcriptional regulation by influencing the interaction of SOX2 with its target *cis*-regulatory element.

**Fig. 3:**
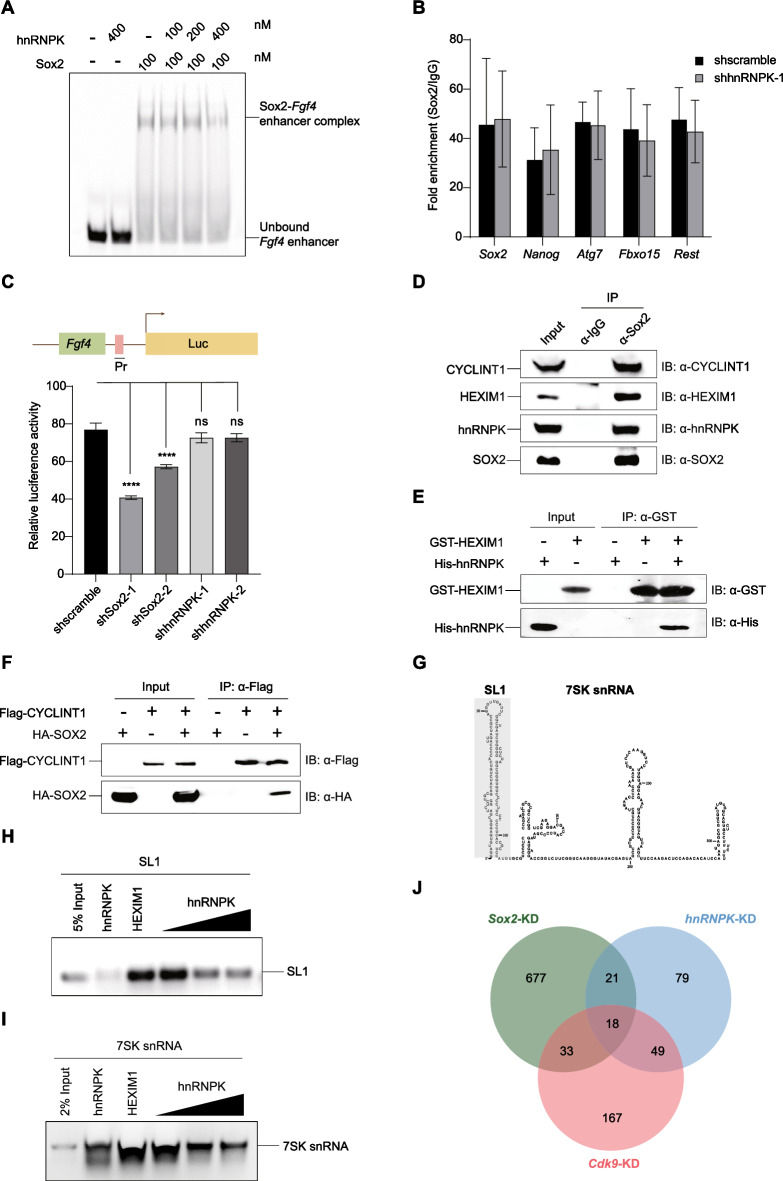
hnRNPK has little role in SOX2 transcriptional regulation by facilitating transcription elongation. **A** EMSA of Cy5-labeled *Fgf4* enhancer DNA (50 nM) with SOX2 (100 nM) and increasing concentrations (100–400 nM) of hnRNPK. Concentrations of SOX2 and hnRNPK are labelled above each lane. Free DNA and protein-DNA complex are marked. ‘-’ denotes the absence of the corresponding protein in the reaction mix. **B** ChIP analysis for SOX2 in E14 ESCs with or without *hnRNPK* KD. Relative enrichments to IgG-ChIP control are shown. **C** A dual-luciferase reporter assay validated hnRNPK’s impact on the transcriptional activation of SOX2 via an *Fgf4* enhancer-containing reporter plasmid. Schematic showing luciferase reporter with *Fgf4* enhancer region containing SOX2 binding motif (upper panel) and relative expression of luciferase in control (shscramble), *Sox2*-KD (shSox2-1 and shSox2-2) and *hnRNPK*-KD (shhnRNPK-1 and shhnRNPK-2) E14 ESCs (lower panel). Data are represented as mean ± SD (n = 3). ANOVA was used to assess significance (**** indicates *P*-value of < 0.0001; ns indicates not significant). Pr: SV40 promoter. **D** Co-IP analysis verifying interactions between SOX2, hnRNPK, HEXIM1, and CYCLINT1. Endogenous SOX2 was immunoprecipitated from E14 ESCs whole cell lysate using anti-SOX2 antibody or IgG. IP products were blotted with anti-Sox2, anti-hnRNPK, anti-HEXIM1 and anti-CYCLINT1 antibodies. **E** *In vitro* pull-down assays of GST-HEXIM1 with His-hnRNPK. *E. coli* lysates expressing His-hnRNPK were incubated with either GST-HEXIM1 or GST coupled with glutathione sepharose beads, and the resulting pull-down products were detected using anti-His or anti-GST antibodies. The symbols ‘ + ’ and ‘-’ denote the presence and absence, respectively, of the corresponding protein in the reaction mix. **F** Co-IP of SOX2 and CYCLINT1. Whole cell lysates of *E. coli* expressing HA-SOX2 and/or Flag-CYCLINT1 were immunoprecipitated with anti-Flag antibody. IP products were blotted with anti-HA and anti-Flag antibodies. **G** Scheme of 7SK snRNA and its 5’ stem loop (SL1). The sequence of SL1 used is highlighted. **H-I.** *In vitro* RIP with 1.2 nmol HEXIM1 and 1.2 nmol 7SK snRNA constructs with increasing amount of hnRNPK. The names of proteins and RNA substrates are as indicated above each panel. **J** Analysis of differentially expressed genes obtained through RNA-seq. The Venn diagram displays the number of genes that exhibit differential expression in *Sox2*-KD, *hnRNPK*-KD, and *Cdk9*-KD E14 ESCs compared to control (shscramble) E14 ESCs

hnRNPK was proposed to have roles in RNA polymerase II (Pol II)-mediated transcription elongation due to its associations with transcription factors, transcription machinery, and chromatin-remodeling complexes [36]. Transcription elongation is stimulated by the positive transcription elongation factor B (P-TEFb, primarily composed of CYCLINT1 and CDK9), which is suppressed within the 7SK small nuclear ribonucleoprotein (7SK snRNP, composed of 7SK snRNA, MePCE, and Larp7). The RNA‐binding domain of HEXIM1 interacts with 7SK snRNA, and P-TEFb enters 7SK snRNP through association with HEXIM1. Efficient transcriptional elongation for many cellular mRNAs requires transcription factors that disengage P-TEFb from the 7SK snRNP by reducing the interaction between HEXIM and 7SK snRNA [37]. We hypothesized that hnRNPK could play a role in attenuating the association between 7SK snRNA and HEXIM1, facilitating the release of the P-TEFb from the 7SK snRNP and thereby promoting SOX2-mediated transcriptional elongation. To explore this hypothesis, we first examined the interaction between the SOX2/hnRNPK complex and 7SK snRNP through an anti-SOX2 co-IP assay with E14 ESCs lysate. We observed that Sox2 interacts with hnRNPK, HEXIM1, and CYCLINT1 (Fig. 3D). To further investigate these interactions, we conducted pull-down assays using tagged proteins obtained from *E. coli* extracts and found a direct interaction between hnRNPK and HEXIM1 (Fig. 3E), while SOX2 associates with CYCLINT1 (Fig. 3F). HEXIM1 directly binds to the 5’ hairpin (SL1) of 7SK snRNA [38, 39]. We subsequently examined the impact of hnRNPK on the binding between HEXIM1 and 7SK snRNA, utilizing 7SK snRNA constructs (Fig. 3G) and purified hnRNPK or/and HEXIM1 in an RNA immunoprecipitation (RIP) assay. With increasing amounts of hnRNPK, it displaced the SL1 or the full-length 7SK snRNA from the preexisting HEXIM1/RNA complex (Fig. 3H, I), suggesting that hnRNPK’s interaction with 7SK snRNA and HEXIM1 might potentially impede the assembly of P-TEFb into the 7SK snRNP. 

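RNA-seq was performed on E14 ESCs, a line of mouse embryonic stem cells, infected with lentiviruses carrying a control shRNA or shRNAs against Sox2, Hnrnpk or Cdk9 and selected with 1 μg/ml puromycin for 5 days. Biological duplicates gave 8 libraries in 4 groups of 2. The paper's text does not state which of the 2 shRNAs of a gene each library received. The authors trimmed the read pairs with Trimmomatic, aligned them with STAR to GENCODE vM23 (mm10) and deposited the raw count of each gene in each library, without normalization. How the counting treated strand and reads shared between genes is not stated. Total counts were 17681727 and 17717203 in the control libraries, 17549363 and 16709201 in the Sox2-KD libraries, 17649261 and 17719366 in the libraries labelled hnRNPK-KD and 16902517 and 17456159 in the Cdk9-KD libraries, for replicates 1 and 2. The 10 most abundant genes held between 5.56% and 6.14% of the counts of a library. Of 55335 genes in the counts, 16504 passed edgeR's filterByExpr and were tested with edgeR's quasi-likelihood test after TMM normalization, with all 8 libraries in 1 fit. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2FC over 0.6, the thresholds of the paper. The biological coefficient of variation was 0.186 over all libraries, and between 0.163 (control) and 0.218 (Cdk9-KD) within a group. Replicates of every group differed by more than the counting noise (chi-square per gene between 16.4 and 28.9).
The targeted genes were examined before any other gene, as TMM-normalized CPM, the count of a gene scaled to the size of its library. Sox2 was at 471 ± 83.4 (SD, n = 2) in control E14 ESCs and at 302 ± 26.1 (SD, n = 2) in Sox2-KD E14 ESCs. Its log2FC was -0.64 (standard error 0.16, adjusted p = 0.0479 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both Sox2-KD libraries lay below both control libraries, and the log2FC was -0.46 without control replicate 2 and -0.83 without control replicate 1. The adjusted p of Sox2 ranged from 0.00677 with DESeq2 to 0.0669 among the alternatives tried, and 4 further alternatives also put it over 0.05. Cdk9 fell from 119 ± 14.4 CPM (SD, n = 2) to 63.1 ± 14.1 CPM (SD, n = 2) in Cdk9-KD E14 ESCs, with a log2FC of -0.91 (standard error 0.18, adjusted p = 0.0985 from the same edgeR test, and 0.00101 adjusted over the list alone, that is over the 3 targeted genes). Hnrnpk was at 1113 ± 25.6 CPM (SD, n = 2) in control E14 ESCs. In the libraries labelled hnRNPK-KD it was at 697 CPM in replicate 1, or 62.7% of the control mean, and at 1144 CPM in replicate 2, or 103% of the control mean. The log2FC of Hnrnpk was -0.27 (standard error 0.20, adjusted p = 0.808 from the same edgeR test), a change within the spread between the replicates. Without replicate 1 the log2FC was 0.03, and without replicate 2 it was -0.70. Replicate 2 thus did not show the lower Hnrnpk mRNA that its label implies, and both are called the libraries labelled hnRNPK-KD. Reads of Hnrnpk can also match its copies elsewhere in the genome, whose counts came to at most 5.44% of those of Hnrnpk in any library.

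**Figure D2:**
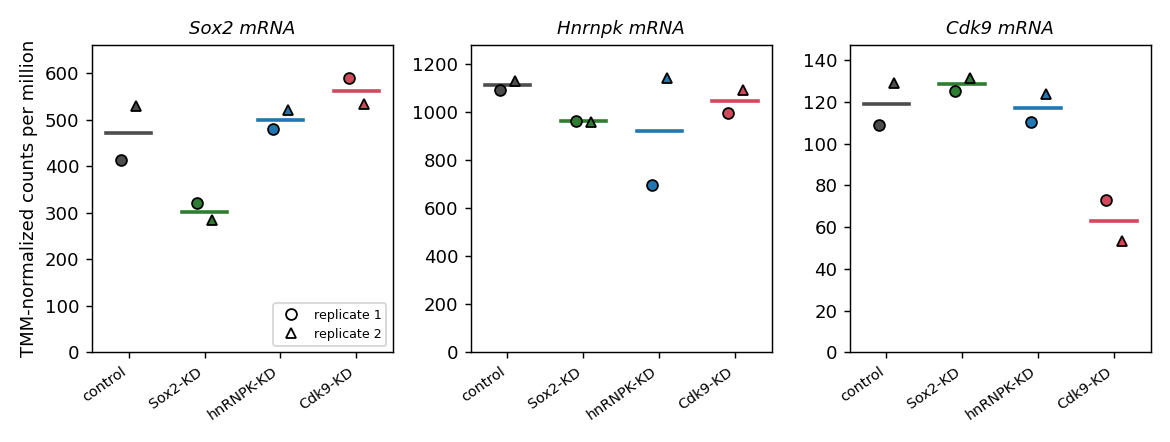
TMM-normalized CPM of Sox2, Hnrnpk and Cdk9 mRNA in the 8 libraries, by group. Circles are replicate 1, triangles are replicate 2 and horizontal lines are group means (n = 2). Sox2 is lowest in both Sox2-KD libraries and Cdk9 in both Cdk9-KD libraries, while Hnrnpk is at 697 in replicate 1 and 1144 in replicate 2 of the libraries labelled hnRNPK-KD.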

To evaluate the role of hnRNPK in promoting SOX2 in transcriptional elongation, we isolated total RNA from E14 ESCs with KD of *hnRNPK*, *Sox2* or *Cdk9* and conducted RNA-sequencing (RNA-seq) analysis. Surprisingly, the data revealed that the expression of only 18 genes changed in all three groups (Fig. 3J). Collectively, these findings indicate that hnRNPK plays no evident biological role in SOX2 transcriptional regulation.

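Over all tested genes, 713 were DE in Sox2-KD E14 ESCs, of which 434 were higher and 279 lower than in control E14 ESCs. In Cdk9-KD E14 ESCs 23 genes were DE, 9 higher and 14 lower. In the libraries labelled hnRNPK-KD 0 genes were DE, and 0 genes were DE in all 3 groups. At an unadjusted p under 0.05, 3182 genes passed in Sox2-KD, 1720 in Cdk9-KD and 1325 in the libraries labelled hnRNPK-KD, where 825 are expected by chance. The alternative that moved these counts most was edgeR's likelihood ratio test, with 1350 genes in Sox2-KD, 279 in Cdk9-KD, 87 in the libraries labelled hnRNPK-KD and 25 in all 3 groups. The exact test gave 22 genes in all 3 groups. In 30 simulated draws of unchanged groups set against the real control libraries, held to the p limits of the real groups, between 0 and 4 genes passed in all 3 and between 8 and 22 in the group that stood for the libraries labelled hnRNPK-KD.
The smallest adjusted p in the libraries labelled hnRNPK-KD was that of Nt5e (ENSMUSG00000032420.8). Nt5e had 158 and 71 counts in the control libraries and between 593 and 870 in the 6 other libraries. Its log2FC was 2.59 in the libraries labelled hnRNPK-KD (standard error 0.30, adjusted p = 0.0761 from edgeR's quasi-likelihood test), 2.81 in Sox2-KD (standard error 0.30, adjusted p = 0.00232) and 2.58 in Cdk9-KD (standard error 0.30, adjusted p = 0.0191). In Sox2-KD E14 ESCs, among DE genes with an average log2 CPM over 1 and both Sox2-KD libraries on the same side of both control libraries, those with the largest log2FC were H19, Dab2, Krt18, Nr2f2 and Slc40a1. H19 rose from 9 and 4 counts in the control libraries to 985 and 2815 counts (log2FC 8.16, standard error 0.98, adjusted p = 0.00198), and Dab2 from 12 and 15 counts to 637 and 950 counts (log2FC 5.85, standard error 0.40, adjusted p = 0.000187). Among the same genes, the smallest log2FC were those of Stk33, Gm2832, Vax2os, Rnf165 and D630039A03Rik. Rnf165 fell from 296 and 216 counts to 23 and 15 counts (log2FC -3.76, standard error 0.30, adjusted p = 0.000349). Gm2832 belongs to a family of near-identical genes and Vax2os is antisense to another gene, so that the counting of both is uncertain. In Cdk9-KD E14 ESCs, the highest were Mgat4c, Nt5e, Eomes, Islr2 and Bmp4, with log2FC from 3.37 (Mgat4c, adjusted p = 0.0191) to 1.97 (Bmp4, adjusted p = 0.0191). The lowest were Dcdc2a, Xlr5b, Tex13b, Slfn3 and Mafa. Dcdc2a had 33 and 79 counts in the control libraries and 1 count in each Cdk9-KD library, at least 10.5-fold lower. Xlr5b is a member of a multicopy family, and its counting is uncertain. Of these lowest genes, Dcdc2a and Tex13b were no longer DE with library totals in place of TMM, Xlr5b and Mafa with the replicate number as a block, and Mafa with only the 4 libraries compared. A filter of at least 10 counts in every library removed Dcdc2a, Xlr5b, Tex13b and Slfn3, and of the Sox2-KD genes H19, Dab2, Nr2f2, Stk33, Gm2832, Vax2os and D630039A03Rik.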

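Across the tested genes, the log2FC of Sox2-KD and of the libraries labelled hnRNPK-KD had a Pearson correlation of 0.18 (Spearman 0.24) and the same sign for 59.3% of genes. Genes are not independent replicates, so no p is given. Both comparisons use the same control libraries, and in 30 simulated draws of unchanged groups against those controls the median Pearson correlation was 0.482 (from 0.464 to 0.5) and the median share with the same sign was 66.4%. With a different control library for each group, the correlation of Sox2-KD with the libraries labelled hnRNPK-KD was -0.04 or 0.04, depending on which control went with which. Leaving out either control library raised the correlation of 0.18, to 0.42 without control replicate 1 and to 0.36 without control replicate 2. It was 0.02 without replicate 1 of the libraries labelled hnRNPK-KD. Sox2-KD and Cdk9-KD had a correlation of 0.09 (Spearman 0.23). It was 0.34 without control replicate 1, 0.29 without control replicate 2 and -0.03 without Cdk9-KD replicate 1. The log2FC of the libraries labelled hnRNPK-KD and of Cdk9-KD had a correlation of 0.62 (Spearman 0.56). The sign was the same for 70% of genes. The correlation was 0.73 without control replicate 1 and 0.68 without control replicate 2. It fell to 0.45 without replicate 2 of the libraries labelled hnRNPK-KD, whose Hnrnpk was not lower. Without Cdk9-KD replicate 2 it was also 0.45. Both values lay below the simulated range, which was drawn with 2 libraries in each group. With a different control library for each group the correlation was 0.33 or 0.26. The highest such value in the simulated draws was 0.035, but their genes varied independently. These were the 3 pairs of groups. When Sox2-KD was compared with the libraries labelled hnRNPK-KD directly, 974 genes were DE, 652 higher and 322 lower in Sox2-KD.
Fgf4, whose enhancer was used above, had a log2FC of -0.69 in Sox2-KD E14 ESCs (standard error 0.22, adjusted p = 0.112 from edgeR's quasi-likelihood test), and a log2FC of -0.15 in the libraries labelled hnRNPK-KD (standard error 0.22, adjusted p = 0.936). The Sox2-KD libraries differed, with a log2FC of -0.37 without replicate 1 and -1.11 without replicate 2. DESeq2, the likelihood ratio test and the exact test placed Fgf4 past both thresholds in Sox2-KD. Of the genes of the 7SK snRNP and P-TEFb, Hexim1, Ccnt1, Larp7 and Mepce were not DE in any group. The largest log2FC of Hexim1 was 0.53 in the libraries labelled hnRNPK-KD (adjusted p = 0.438), and it was 0.50 in Sox2-KD (adjusted p = 0.0942). Over the 27 genes named in the paper, Sox2 in Sox2-KD was past both thresholds, and none in the libraries labelled hnRNPK-KD or in Cdk9-KD, over all genes tested. Adjusted over the list alone, 0 genes were past both thresholds in Sox2-KD, 0 in the libraries labelled hnRNPK-KD and 1, Cdk9, in Cdk9-KD. From the few genes that changed in all 3 groups in its own analysis (Fig. 3J), together with its binding and reporter assays, the paper concludes that hnRNPK has no evident part in the transcriptional regulation by SOX2.

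**Figure D3:**
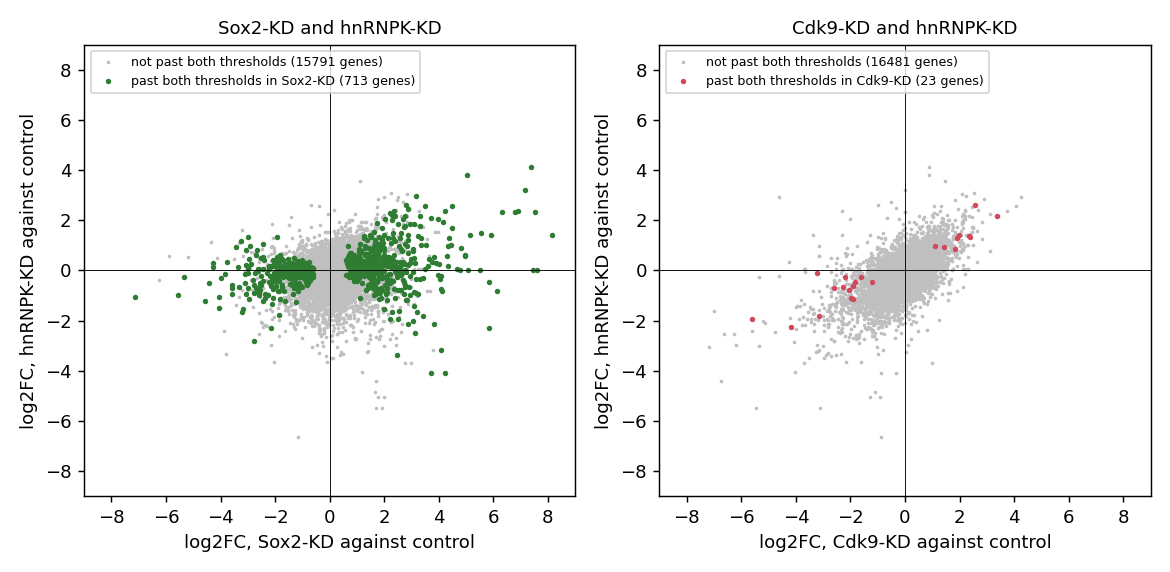
log2FC against control of each tested gene in Sox2-KD (left) or Cdk9-KD (right) on the horizontal axis and in the libraries labelled hnRNPK-KD on the vertical axis. Colored points are the genes DE in Sox2-KD (green) and the genes DE in Cdk9-KD (red), and grey points are the other tested genes.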

### hnRNPK cooperates with SOX2 in splicing

Besides of roles in transcriptional regulation, hnRNPK and SOX2 are also reported as splicing regulators that have roles in the regulation of alternative splicing events in cells [9, 19]. We quantified gene expression and analyzed isoform switching events in *Sox2*-KD and *hnRNPK*-KD E14 ESCs. Interestingly, we found a low correlation between the difference in isoform fraction (dIF) and the difference in gene expression (log2FC) (Additional file 2: Figure S2). This suggests that SOX2 and hnRNPK may regulate the switching of alternatively spliced isoforms independently of their roles in transcriptional regulation. Therefore, we analyzed the shared splicing events using rMATS for *hnRNPK*-KD E14 ESCs compared to *Sox2*-KD E14 ESCs. Remarkably, we identified 819 alternative splicing events in 301 genes that changed after the KD of either *hnRNPK* or *Sox2*. Among them, hnRNPK and SOX2 influenced 82.7% (677) of exclusion or inclusion events in the same direction (Fig. 4A, Additional file 1: Table S2), including a cluster of alternative splicing events in pluripotent genes. 

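The total expression of the genes in Table S2 was taken from the gene counts, which do not separate isoforms. The sheet of events changed in both knockdowns holds 819 rows and 301 genes in the copy used, the same numbers as the paper gives, and 299 of these genes were among those tested. In Sox2-KD E14 ESCs 5 of them were DE, 2 higher and 3 lower. In the libraries labelled hnRNPK-KD 0 were DE, and in Cdk9-KD 1 was. At an unadjusted p under 0.05, 59 genes passed in Sox2-KD, 20 in the libraries labelled hnRNPK-KD and 28 in Cdk9-KD. The 5 DE genes of Sox2-KD were A330048O09Rik, Armcx1, Bzw2, Phldb2 and Zyx, named here after their values were seen. The median absolute log2FC of the 299 genes was 0.225 in Sox2-KD and 0.139 in the libraries labelled hnRNPK-KD, where the medians over all tested genes were 0.284 and 0.203. The genes of the table were more abundant, with a median log2 CPM of 6.01 against 3.93 over all tested genes. The number of genes of the table that were DE in Sox2-KD, in the libraries labelled hnRNPK-KD or in both was 5. It was 20 with the likelihood ratio test and 20 with the exact test. No enrichment was tested, because the genes in which rMATS could find an event are not known.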

Further analysis of the PSI changes (ΔPSI) for these events revealed a strong correlation (R = 0.89, *P*-value < 2.2e-16) between splicing events after the KD of *hnRNPK* and those following the KD of *Sox2* (Additional file 2: Figure S3A), suggesting potential co-regulation of splicing by hnRNPK and SOX2.

**Fig. 4:**
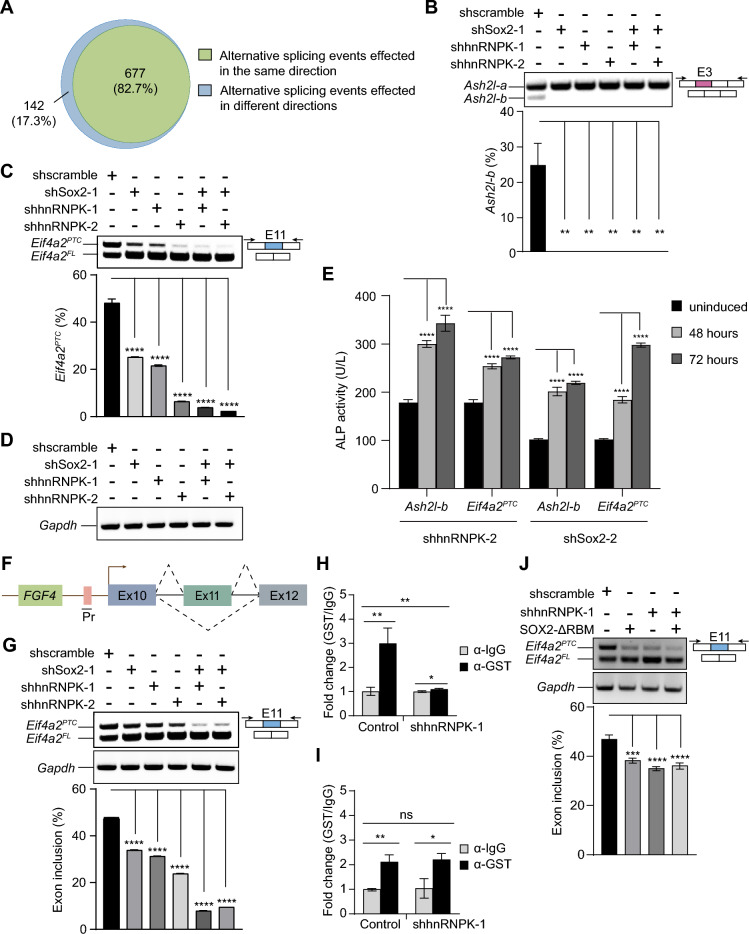
hnRNPK and SOX2 collaborate in the regulation of alternative splicing. **A** Venn diagrams showing the alternative splicing events affected by both hnRNPK and SOX2. **B**–**D** RT-PCR assays examining the splicing patterns of pluripotency-related genes *Ash2l* (**B**), *Eif4a2* (**C**), and the control gene *Gapdh* (**D**) in the control group (shscramble) of E14 ESCs and *Sox2*-KD (shSox2-1) or/and *hnRNPK*-KD (shhnRNPK-1, shhnRNPK-2) E14 ESCs. Histograms show quantifications of each RT-PCR measurement. **E** The expression of ALP activity in *hnRNPK*-KD (shhRNPK-2) and *Sox2*-KD (shSox2-2) E14 ESCs after 48 or 72 h of Dox-induced expression of *Ash2l-b* and *Eif4a2*^*PTC*^. **F**–**G** Eif4a2 minigene splicing assay validating the splicing pattern of *Eif4a2* transcript. Schematic representation of the Eif4a2 minigene (**F**). RT-PCR assays examining the splicing patterns of *Eif4a2* and the control gene *Gapdh* in the control group (shscramble) of E14 ESCs and *Sox2*-KD (shSox2-1) or/and *hnRNPK*-KD (shhnRNPK-1, shhnRNPK-2) E14 ESCs (**G**). The histogram shows quantifications of each RT-PCR measurement. **H**–**I.** RIP of GST-SOX2 (**H**) and GST-SOX2-ΔRBM (**I**) using anti-GST antibody with both WT and *hnRNPK*-KD E14 ESCs expressing GST-SOX2 or GST-SOX2-ΔRBM. RIP enrichment was measured by qRT–PCR, and values were normalized to background immunoprecipitation measured by isotype IgG. **J** Eif4a2 minigene splicing assay evaluating the impact of hnRNPK on SOX2-ΔRBM in *Eif4a2* transcript splicing. RT-PCR assays examining the splicing patterns of *Eif4a2* and the control gene *Gapdh* in the control group (shscramble) of E14 ESCs, E14 ESCs expressing GST-SOX2-ΔRBM (Sox2-ΔRBM), *hnRNPK*-KD E14 ESCs (shhnRNPK-1), and *hnRNPK*-KD E14 ESCs expressing GST-SOX2-ΔRBM. The histogram shows quantifications of each RT-PCR measurement. In this figure, error bars represent the mean ± SD from three biological replicates. Differences were compared using ANOVA (****, ***, ** and * indicate *P*-values of < 0.0001, < 0.001, < 0.01 and < 0.05, respectively; ns indicates not significant). Pr: SV40 promoter; Ex: exon

Notably, within the top 10 genes exhibiting the highest occurrence of alternative splicing events among the 677 splicing events, we observed the presence of genes encoding two prominent regulators in maintaining pluripotency— the transcription factor ASH2L and the translation initiation factor eIF4A2 (Additional file 2: Figure S3B). 

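In the sheet of Table S2 with events changed in both knockdowns, Eif4a2 has 71 rows, of which 56 are skipped exons (SE), 12 retained introns (RI) and 3 mutually exclusive exons (MXE). These rows hold 12 distinct hnRNPK-KD events, and each SE and RI event among them is set beside several Sox2-KD events. Of the rows of Eif4a2, 2 are identical to an earlier row. Ash2l has 10 rows, all MXE, with 5 distinct hnRNPK-KD events, and 5 of its rows are identical to an earlier row. The sheet of events changed in the same direction holds 602 rows in the copy used, where the paper reports 677. Measured over all isoforms, Ash2l (ENSMUSG00000031575.18, chromosome 8, 25815996 to 25847694) was at 470 and 495 CPM in the control libraries and at 427 and 367 CPM in the Sox2-KD libraries, a log2FC of -0.28 (standard error 0.16, adjusted p = 0.371 from edgeR's quasi-likelihood test). In the libraries labelled hnRNPK-KD its log2FC was 0.20 (standard error 0.16, adjusted p = 0.825). Eif4a2 (ENSMUSG00000022884.15, chromosome 16, 23107444 to 23114136) was at 1086 ± 263 CPM (SD, n = 2) in control E14 ESCs. Its log2FC was -0.29 in Sox2-KD (standard error 0.20, adjusted p = 0.487) and -0.16 in the libraries labelled hnRNPK-KD (standard error 0.20, adjusted p = 0.913). The former was -0.03 without control replicate 1 and -0.52 without control replicate 2. Single libraries set the direction of the latter, since it was 0.09 without control replicate 1, and it was 0.03 without replicate 2 of the libraries labelled hnRNPK-KD. Neither gene was DE in either group.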

ASH2L directly associates with super-enhancers of multiple stemness genes to modulate pluripotency and self-renewal in pluripotent stem cells [40]. It has two prominent splicing isoforms, *Ash2l-a* and *Ash2l-b*. Of these, *Ash2l-b* stands out as a prominent isoform in ESCs and holds crucial importance in somatic cell reprogramming and ESC maintenance [41]. In the control group of ESCs (shscramble), the *Ash2l-b* transcript level constitutes approximately 20% of the total *Ash2l* transcript (Fig. 4B), whereas in ESCs subjected to the KD of *hnRNPK* or/and *Sox2*, the *Ash2l-b* transcript became undetectable (Fig. 4B). eIF4A2 plays a critical role in maintaining the pluripotency of ESCs by regulating the translation of key factors [42, 43]. The *Eif4a2* gene generates two splice isoforms: one that produces a full-length protein (*Eif4a2*^*FL*^) (NM_013506.3) and another that is predicted to contain a premature termination codon (*Eif4a2*^*PTC*^) (NR_110335.1) [43]. Importantly, eIF4A2^PTC^, rather than eIF4A2^FL^, has a major impact on the exit from naïve pluripotency in mESCs. It elicits heightened mTORC1 activity and translation rates and causes ESC differentiation delays [43]. eIF4A2^PTC^ overexpression elevates transcript levels of naïve transcription factors *Klf4*, *Esrrb*, *Tfcp2l1*, and *Nanog* and an increased protein expression of NANOG [43, 44]. In the control group of ESCs (shscramble), *Eif4a2*^*PTC*^ transcript level constitutes approximately 50% of the total *Eif4a2* transcript (Fig. 4C). In contrast, in ESCs with KD of *hnRNPK* or *Sox2*, the *Eif4a2*^*PTC*^ transcript levels significantly decrease to around 20%-30% (Fig. 4C). Remarkably, the combined KD of *hnRNPK* and *Sox2* led to a drastic reduction in *Eif4a2*^*PTC*^ transcript levels, plummeting to less than 5% (Fig. 4C). As an extra control, the splicing of *Gapdh*, a target unrelated to both hnRNPK and SOX2, remained unaffected by the deficiency of hnRNPK and SOX2 (Fig. 4D). Furthermore, to confirm that the alternative splicing of these isoforms of *Ash2l* and *Eif4a2* were responsible to the pluripotency in ESCs, we created rescue constructs expressing *Ash2l-b* or *Eif4a2*^*PTC*^ and transfected them into *hnRNPK*-KD and *Sox2*-KD E14 ESCs. Following 48 and 72 h of induction with Dox, we observed a significant increase in ALP activity in both *hnRNPK*-KD and *Sox2*-KD E14 ESCs (Fig. 4E). In consistence, the mRNA expression levels of pluripotency-related genes, including *Esrrb*, *Nanog*, *Oct4*, and *Sall4*, were all substantially elevated (Additional file 2: Figure S4), affirming the association between alternative splicing of these isoforms and the maintenance of pluripotency.

These observations suggest a collaborative regulatory role of hnRNPK and SOX2 in shaping pluripotency through splicing modulation. For validation, we examined their collaborative role in splicing using the *Eif4a2* minigene reporter containing the alternative exon (Exon 11) of *Eif4a2*^*PTC*^ transcript in E14 ESCs (Fig. 4F). We noted a significant decrease of Exon 11 inclusion in ESCs following the individual KD of *hnRNPK* or *Sox2* (Fig. 4G). Notably, this reduction was more pronounced when *hnRNPK* and *Sox2* were simultaneously knocked down (Fig. 4G). In contrast, the splicing of *Gapdh* remained unaffected by the KD of *hnRNPK* or/and *Sox2* (Fig. 4G). These results align with our initial observation that this specific *Eif4a2* exon serves as a common splicing target for both hnRNPK and SOX2. In sum, these findings provide the evidence of a collaborative splicing role between hnRNPK and SOX2.

The RBM domain of SOX2 exhibits a preference for G/C-rich RNA sequences, potentially contributing to exon selection by interacting with the 5’ splice site during reprogramming [9]. On the other hand, hnRNPK binds to C(U)-rich elements and regulates pre-mRNA splicing at the 3’ splicing site [45]. When comparing the sequences around the splicing sites for exons affected by KD of *Sox2* or *hnRNPK*, we observed similar G/C-rich sequences around the 5’ splice site and CU-rich sequences around the 3’ splice site for exons undergoing alternative splicing in both groups (Additional file 2: Figure S5). In contrast, the sequences around the splicing sites for exons affected by KD of *Cdk9* are relatively different from those affected by KD of *Sox2* or *hnRNPK* (Additional file 2: Figure S5). Consequently, we hypothesized the potential involvement of hnRNPK in the interaction between SOX2 and the splicing targets. To test this, we performed RIP using E14 ESCs expressing GST-SOX2 and found that *hnRNPK* KD led to an approximately twofold decrease in the binding of SOX2 to the *Eif4a2* transcript (Fig. 4H). As an additional control, we performed RIP employing E14 ESCs expressing GST-SOX2-ΔRBM, which is a construct of SOX2 lacking the RNA-binding domain with a preference for G/C-rich sequences. Our RIP data indicated that the reduction of hnRNPK has no discernible effect either on the binding of SOX2-ΔRBM to the *Eif4a2* transcript (Fig. 4I) or on the splicing of the *Eif4a2* transcript in the minigene system (Fig. 4J). Altogether, these results suggest that hnRNPK collaborates with SOX2 in splicing by augmenting the binding of SOX2 to its target RNAs.

## Discussion

Transcription factors are central to determining cell fate by harmonizing gene expression across various molecular levels. They fine-tune gene expression by orchestrating RNA fate at both the transcriptional and splicing stages. The involvement of transcription factors in either transcription or alternative splicing depends on the specific partners with which they interact [8, 9, 46]. SOX2, a crucial determinant of cell fate, governs the balance between stemness and differentiation in ESCs by influencing transcription and splicing programs [8, 9, 47]. In the interactome of SOX2, alongside an enrichment of transcriptional regulators, there is a subset of interactors have versatile functions, especially a group of hnRNPs [13, 14, 48]. Nevertheless, the specific co-functions of these interactors remain largely unexplored. Recent studies have begun to shed light on the roles of hnRNPA2/B1 and hnRNPK. It has been demonstrated that the nuclear lncRNA RMST interacts with hnRNPA2/B1 and SOX2, collectively regulating the expression of SOX2 target genes [49]. hnRNPK is linked to various cellular processes, including transcription activation, pre-mRNA splicing, mRNA stability control, and the regulation of mRNA translation [36]. Numerous studies have underscored the significance of hnRNPK in pluripotent stem cells and development. However, its role in ESCs remains elusive. In one study, *hnRNPK* KD led to the downregulation of OCT4 and NANOG in murine ESCs, resulting in reduced cellular proliferation [50]. Conversely, an RNA-seq analysis provided different insights, indicating that *hnRNPK* KD has no effect on the expression of *Oct4* or *Nanog* and does not lead to overt differentiation [51]. A recent research revealed that in ESCs, hnRNPK co-localizes with SOX2 and OCT4 at pluripotency-related gene sites on chromatin but plays a minimal role in the transcriptional regulation of *Oct4* [22]. This observation implies that hnRNPK might not primarily function as a transcriptional regulator for pluripotency-related genes alongside SOX2 in ESCs.

In our study, we first investigated the roles of hnRNPK and SOX2 in transcriptional regulation for the maintenance of pluripotency in mESCs. During ESC differentiation, both hnRNPK and SOX2 gradually disengage from the chromatin (Fig. 1A, B). KD of either *hnRNPK* or *Sox2* prompts ESC differentiation (Fig. 1C, G). It’s noteworthy that their impact on pluripotency appears to be mutually dependent. KD of *hnRNPK* results in a decrease in *Sox2* expression, and vice versa (Additional file 2: Figure S1). Similar to OCT4, hnRNPK directly associates with SOX2 at its HMG domain (Fig. 2A-C, E) [4], suggesting hnRNPK’s potential involvement in transcription modulated by Sox2. As a transcription regulator, hnRNPK enhances the binding strength of CTCF at chromatin boundaries, thereby promoting the transcription of developmental genes [52]. Distinctively, the interaction between hnRNPK and the HMG domain of SOX2 doesn't necessarily imply a direct influence on DNA binding. Our findings indicate that hnRNPK does not influence the transcription induced by SOX2 through enhanced DNA binding (Fig. 3A-C). In mESCs, hnRNPK has been found to bind to the enhancer region of the *Oct4* gene along with SOX2 and other factors. However, reducing hnRNPK expression by approximately 50% did not significantly affect the mRNA levels of *Oct4*, indicating that hnRNPK may not directly modulate the binding of SOX2 to DNA. Notably, hnRNPK predominantly targets open chromatin regions in ESCs [22]. Therefore, its interaction with the HMG domain of SOX2 may primarily facilitate chromatin accessibility rather than directly influencing DNA binding. Nevertheless, hnRNPK's role appears to extend beyond this, as the abundance of the hnRNPK-SOX2 complex significantly affects the maintenance of ESC pluripotency (Figs. 1C-G, 2D, F, G).

P-TEFb governs the transcription elongation phase by Pol II, countering negative elongation factors and enhancing transcript elongation and processing [53]. In dividing cells, P-TEFb activity is regulated negatively when it binds with HEXIM1/2 in the 7SK snRNP complex and positively by various transcription factors and the super elongation complex [53]. Beyond its role in the transcription initiation, hnRNPK also plays a necessary role in the partitioning of 7SK snRNA among distinct ribonucleoproteins (RNPs) [54]. Additionally, SOX2 directly interacts with the P-TEFb subunit CYCLINT1 (Fig. 3D, F). We hypothesized that hnRNPK may modulate Pol II-mediated transcription elongation of SOX2 targeted genes. Interestingly, akin to its regulation of *Oct4* [22], hnRNPK does not significantly impact on the transcriptional regulation of SOX2. 

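The pairs of groups shared few DE genes in the quasi-likelihood test. Sox2-KD and Cdk9-KD E14 ESCs shared 7 DE genes, among them Bmp4, Eomes, Islr2, Mgat4c and Nt5e, where 0.994 would be shared by chance among the tested genes. Of the 7, 6 changed in the same direction. Simulated unchanged groups against the same control libraries, held to the p limits of these groups, shared between 0 and 2 genes. The libraries labelled hnRNPK-KD shared 0 DE genes with Sox2-KD and 0 with Cdk9-KD, as they had none. The exact test gave 41 genes shared by Sox2-KD and the libraries labelled hnRNPK-KD, 81 shared by Sox2-KD and Cdk9-KD and 36 shared by the libraries labelled hnRNPK-KD and Cdk9-KD. For the last pair, simulated unchanged groups held to the p limits of the exact test shared between 0 and 5 genes. All of the genes that the exact test placed in the 3 groups together had the same direction in each, 17 higher and 5 lower than in the control libraries. With DESeq2, 22 of 24 such genes had the same direction in each, and with the likelihood ratio test 24 of 25. The 3 comparisons share the same control libraries, which by itself favours a common direction, and no value for unchanged groups was computed for genes chosen this way.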

Despite the interaction of SOX2 and hnRNPK in the P-TEFb-interactome (Fig. 3D-F) and hnRNPK’s ability to rescue 7SK snRNA from Hexim1 (Fig. 3G-I, the RNA-seq data reveals that the expression of only a few genes is perturbed simultaneously in *hnRNPK*-KD, *Sox2*-KD and *Cdk9*-KD ESCs (Fig. 3J). Nevertheless, being part of the P-TEFb interactome signifies more than mere participation in transcription elongation, as P-TEFb also serves as a platform for alternative splicing of nascent pre-mRNA [55]. Though P-TEFb does not cooperate with SOX2 and hnRNPK in transcription, it may still serve as a platform for them in alternative splicing.

Both hnRNPK and SOX2 are reported as splicing regulators with roles in the regulation of alternative splicing events in cells [9, 19]. Despite their divergent effects on transcriptional regulation, hnRNPK and SOX2 consistently exert influence on pluripotency at the splicing level in ESCs (Additional file 2: Figure S2, Additional file 2: Figure S3). This phenomenon of disparate effects on transcriptional and splicing targets has been observed in the interaction between SOX9, another member of SOX transcription factors, and Y14, a component of the core exon junction complex, where Y14 shares 60% of SOX9 splicing targets but less than 5% of its transcriptional targets [56]. Moreover, analysis of a transcriptome dataset from the mouse fetal and adult cerebral cortex revealed nearly 400 differential alternative splicing events, with 31% of the genes found to be differentially regulated by alternative splicing during brain development showing no change in their total expression levels [57]. Upon comparing RNA-seq data from *hnRNPK*-KD and *Sox2*-KD ESCs, we have identified 819 alternative splicing events in 301 genes that changed in both types of ESCs, with 82.7% (677) of splicing events occurring in the same direction (Fig. 4A). Analysis of ΔPSI for these events revealed a strong correlation (R = 0.89, P-value < 2.2e-16) between splicing events after the KD of *hnRNPK* and those following the KD of *Sox2* (Additional file 2: Figure S3A), suggesting potential co-regulation of splicing by hnRNPK and SOX2. Among these genes with altered alternative splicing, some are pivotal for maintaining pluripotency (Additional file 1: Table S2), including transcription factors (ASH2L, SON, MAX, MTF2, SRSF11) [40, 58–61], splicing regulators (DDX56, MBNL1, hnRNPF) [62–64], and a translation initiation factor (eIF4A2) [43]. 

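The genes named here beside ASH2L and eIF4A2 were compared by their total counts, over all isoforms. None of Son, Max, Mtf2, Srsf11, Ddx56, Mbnl1 and Hnrnpf was DE in Sox2-KD E14 ESCs or in the libraries labelled hnRNPK-KD. The largest change was that of Mtf2 (ENSMUSG00000029267.17), with counts of 11734 and 9339 in the control libraries and 7864 and 6485 in the Sox2-KD libraries, a log2FC of -0.58 (standard error 0.21, adjusted p = 0.157 from edgeR's quasi-likelihood test). Its log2FC in the libraries labelled hnRNPK-KD was -0.04 (standard error 0.21, adjusted p = 0.982). Mbnl1 (ENSMUSG00000027763.13), the least abundant, had a log2FC of -0.50 in the libraries labelled hnRNPK-KD (standard error 0.27, adjusted p = 0.699), and Son (ENSMUSG00000022961.18) had 0.45 (standard error 0.17, adjusted p = 0.542). Max, Srsf11, Ddx56 and Hnrnpf had log2FC between -0.26 (Hnrnpf) and 0.07 (Ddx56) in Sox2-KD and between 0.09 (Max) and 0.19 (Srsf11) in the libraries labelled hnRNPK-KD. In the sheet of events changed in both knockdowns, Mtf2 has 7 rows (2 of them identical to an earlier row), Srsf11 has 6, Hnrnpf has 4, Max has 3, and Son, Ddx56 and Mbnl1 have 1 each.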

SOX2 has been suggested to play a role in co-transcriptionally regulating RNA metabolism [9]. We validated the alternative splicing of the transcription factor *Ash2l* and the translation initiation factor *Eif4a2*, both of which have a proximal SOX2 binding in mESCs [65] and are among the top 10 genes with the highest occurrence of alternative splicing events out of 677 splicing events (Additional file 2: Figure S3B), using RT-PCR. *Ash2l-b* and *Eif4a2*^*PTC*^ are key splicing isoforms essential for maintaining pluripotency in ESCs (Fig. 4E, Additional file 2: Figure S4) [41, 43]. Compared to the control group of ESCs, the reduction of either SOX2 or hnRNPK resulted in decreased levels of *Ash2l-b* and *Eif4a2*^*PTC*^, and a simultaneous KD of both *Sox2* and *hnRNPK* further intensified the reduction (Fig. 4B-D, F-G). Therefore, the maintenance of ESC pluripotency is likely orchestrated through the collaborative regulation of the splicing process by hnRNPK and SOX2 in a co-transcriptional manner, and the RBM domain of SOX2, operating independently of the HMG DNA-binding domain, is plausibly the functional component collaborating with hnRNPK.

hnRNPs contain diverse RNA-binding domains, including RRM and KH domains [17]. Functioning as alternative splicing regulators, they can either activate or repress specific splice sites based on the location of their binding site and interactions with other factors [66]. hnRNPK exhibits a strong and selective binding affinity to transcripts or promoters, primarily at poly(C) or CU-rich RNA stretches [45, 67]. SOX2 is implicated in splicing processes due to its RNA-binding activity. It exhibits a high affinity for G/C-rich RNA, particularly RNA with a poly(C) core [9]. We identified comparable G/C-rich sequences adjacent to the 5’ splice site and CU-rich sequences adjacent to the 3’ splice site in exons undergoing alternative splicing in both *hnRNPK*-KD and *Sox2*-KD E14 ESCs (Additional file 2: Figure S5). This finding suggests the intriguing possibility that hnRNPK may modulate splicing by collaborating with SOX2 in the binding to pre-mRNA targets. As expected, KD of *hnRNPK* reduces the binding of SOX2 to its target RNA (*Eif4a2*) and consequently influences alternative splicing (Fig. 4H). Both the HMG domain and RBM domain of SOX2 exhibit RNA-binding activity, but only the RBM domain possesses a G/C preference. Therefore, even lacking the RBM domain, SOX2-ΔRBM can still bind the *Eif4a2* transcript, but with a decrease (Fig. 4I). However, without the RBM domain, the KD of *hnRNPK* does not affect either its binding to the *Eif4a2* transcript or the alternative splicing pattern of the *Eif4a2* transcript (Fig. 4H-J), suggesting that the coordination of SOX2 with hnRNPK in splicing is determined by its RBM domain. This result confirms that SOX2’s role in splicing regulation is distinct from its HMG domain-related functions [9]. Take together, our data suggest that hnRNPK collaborates with SOX2 in splicing by enhancing the binding of Sox2 to its target RNAs.

Furthermore, SOX2 is involved in the transcription elongation machinery (Fig. 3D, F). This observation implies that SOX2 links transcription, splicing and transcription elongation. The intricate interplay between the elongation machinery and transcription factors forms a critical regulatory layer in both transcription and splicing processes. For instance, c-MYC engages in an interaction with the elongation factor SPT5, recruiting it to promoters and thereby augmenting the processivity of Pol II [68]. Moreover, c-MYC binds to the promoter of the RNA-binding protein *Sam68*, exerting regulatory control over both its expression and splicing dynamics. Specifically, c-MYC modulates *Sam68* splicing by influencing the variation in Pol II elongation rates [69]. Future research endeavors should delve into unraveling the intricate crosstalk between SOX2-regulated transcription and splicing, particularly in association with the transcription elongation machinery.

## Conclusions

In summary, our investigation unveils a previously unrecognized collaborative role for SOX2 and hnRNPK in the regulation of alternative splicing during pluripotency maintenance (Fig. 5). SOX2 directly interacts with hnRNPK via its HMG domain, and they colocalize in the chromatin, playing essential roles in maintaining ESC pluripotency. Despite both hnRNPK and SOX2 participating in transcription and being associated with the transcription elongation machinery, hnRNPK has a limited impact on the transcriptional regulation of SOX2. The modulation of splicing by hnRNPK involves the enhancement of SOX2 binding to its target pre-mRNAs. These data mark the inception of the SOX2-mediated alternative splicing network.

**Fig. 5:**
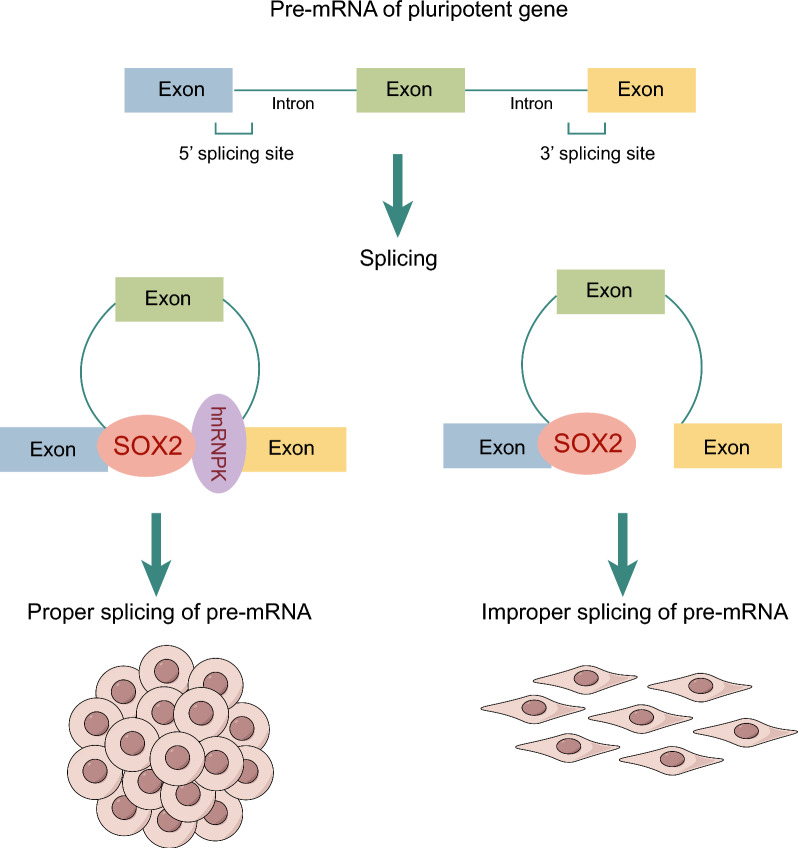
Proposed mechanism for the coordinated regulation of splicing by SOX2 and hnRNPK. hnRNPK boosts SOX2 interaction with target pre-mRNAs of pluripotent genes and collaborates in regulating alternative splicing to maintain ESC pluripotency

### Supplementary Information

Additional file 1.

Additional file 2.

## Abbreviations

hnRNP: Heterogeneous nuclear ribonucleoprotein
HMG: High-mobility group
RBM: RNA binding motif
E14 ESC: E14Tg2A embryonic stem cells
ESC: Embryonic stem cells
LIF: Leukemia inhibitory factor
qRT-PCR: Quantitative real-time PCR
ALP: Alkaline phosphatase
co-IP: Co-immunoprecipitation
IF: Immunofluorescence staining
EMSA: Electrophoretic mobility shift assay
RIP: RNA immunoprecipitation assay
RNA-seq: RNA-sequencing
PWM: Position weight matrix
RA: Retinoic acid
KD: Knockdown
WT: Wild-type
MEF: Mouse embryonic fibroblasts
GST: Glutathione-S-transferase
RNA polymerase II: Pol II
snRNP: Small nuclear ribonucleoprotein

## References

[1] Spitz F, Furlong EE. Transcription factors: from enhancer binding to developmental control. Nat Rev Genet. 2012;13(9):613–26.22868264 10.1038/nrg3207

[2] Vierbuchen T, Wernig M. Direct lineage conversions: unnatural but useful? Nat Biotechnol. 2011;29(10):892–907.21997635 10.1038/nbt.1946PMC3222779

[3] Sato T, et al. Epigenomic profiling discovers trans-lineage SOX2 partnerships driving tumor heterogeneity in lung squamous cell carcinoma. Cancer Res. 2019;79(24):6084–100.31551362 10.1158/0008-5472.CAN-19-2132PMC6911633

[4] Michael AK, et al. Mechanisms of OCT4-SOX2 motif readout on nucleosomes. Science. 2020;368(6498):1460–5.32327602 10.1126/science.abb0074

[5] Soufi A, et al. Pioneer transcription factors target partial DNA motifs on nucleosomes to initiate reprogramming. Cell. 2015;161(3):555–68.25892221 10.1016/j.cell.2015.03.017PMC4409934

[6] Michael AK, Thomä NH. Reading the chromatinized genome. Cell. 2021;184(14):3599–611.34146479 10.1016/j.cell.2021.05.029

[7] Zhang S, et al. OCT4 and PAX6 determine the dual function of SOX2 in human ESCs as a key pluripotent or neural factor. Stem Cell Res Ther. 2019;10(1):122.30999923 10.1186/s13287-019-1228-7PMC6471829

[8] Zhang Y, Hou L. Alternate roles of sox transcription factors beyond transcription initiation. Int J Mol Sci. 2021;22(11):5949.34073089 10.3390/ijms22115949PMC8198692

[9] Hou L, et al. Concurrent binding to DNA and RNA facilitates the pluripotency reprogramming activity of Sox2. Nucleic Acids Res. 2020;48(7):3869–87.32016422 10.1093/nar/gkaa067PMC7144947

[10] Jing R, et al. Long noncoding RNA Q associates with Sox2 and is involved in the maintenance of pluripotency in mouse embryonic stem cells. Stem Cells. 2020;38(7):834–48.32277787 10.1002/stem.3180

[11] Holmes ZE, et al. The Sox2 transcription factor binds RNA. Nat Commun. 2020;11(1):1805.32286318 10.1038/s41467-020-15571-8PMC7156710

[12] Han H, et al. Multilayered control of alternative splicing regulatory networks by transcription factors. Mol Cell. 2017;65(3):539-553.e7.28157508 10.1016/j.molcel.2017.01.011

[13] Fang X, et al. Landscape of the SOX2 protein-protein interactome. Proteomics. 2011;11(5):921–34.21280222 10.1002/pmic.201000419

[14] Mallanna SK, et al. Proteomic analysis of Sox2-associated proteins during early stages of mouse embryonic stem cell differentiation identifies Sox21 as a novel regulator of stem cell fate. Stem Cells. 2010;28(10):1715–27.20687156 10.1002/stem.494PMC3260005

[15] Saud K, et al. SFPQ associates to LSD1 and regulates the migration of newborn pyramidal neurons in the developing cerebral cortex. Int J Dev Neurosci. 2017;57:1–11.28034769 10.1016/j.ijdevneu.2016.12.006

[16] Samudyata, et al. Interaction of Sox2 with RNA binding proteins in mouse embryonic stem cells. Exp Cell Res. 2019;381(1):129–38.31077711 10.1016/j.yexcr.2019.05.006PMC6994247

[17] Martinez-Contreras R, et al. hnRNP proteins and splicing control. Adv Exp Med Biol. 2007;623:123–47.18380344 10.1007/978-0-387-77374-2_8

[18] Geuens T, Bouhy D, Timmerman V. The hnRNP family: insights into their role in health and disease. Hum Genet. 2016;135(8):851–67.27215579 10.1007/s00439-016-1683-5PMC4947485

[19] Aitken MJL, et al. Heterogeneous nuclear ribonucleoprotein K is overexpressed in acute myeloid leukemia and causes myeloproliferation in mice via altered Runx1 splicing. NAR Cancer. 2022. 10.1093/narcan/zcac039.36518526 10.1093/narcan/zcac039PMC9732523

[20] Kong X, et al. LncRNA-Smad7 mediates cross-talk between Nodal/TGF-β and BMP signaling to regulate cell fate determination of pluripotent and multipotent cells. Nucleic Acids Res. 2022;50(18):10526–43.36134711 10.1093/nar/gkac780PMC9561265

[21] Li J, et al. HNRNPK maintains epidermal progenitor function through transcription of proliferation genes and degrading differentiation promoting mRNAs. Nat Commun. 2019;10(1):4198.31519929 10.1038/s41467-019-12238-xPMC6744489

[22] Bakhmet EI, et al. hnRNP-K targets open chromatin in mouse embryonic stem cells in concert with multiple regulators. Stem Cells. 2019;37(8):1018–29.31021473 10.1002/stem.3025

[23] Sigova AA, et al. Transcription factor trapping by RNA in gene regulatory elements. Science. 2015;350(6263):978–81.26516199 10.1126/science.aad3346PMC4720525

[24] Llano M, et al. Identification and characterization of the chromatin-binding domains of the HIV-1 integrase interactor LEDGF/p75. J Mol Biol. 2006;360(4):760–73.16793062 10.1016/j.jmb.2006.04.073

[25] Heyd F, Lynch KW. Phosphorylation-dependent regulation of PSF by GSK3 controls CD45 alternative splicing. Mol Cell. 2010;40(1):126–37.20932480 10.1016/j.molcel.2010.09.013PMC2954053

[26] Lee TI, Johnstone SE, Young RA. Chromatin immunoprecipitation and microarray-based analysis of protein location. Nat Protoc. 2006;1(2):729–48.17406303 10.1038/nprot.2006.98PMC3004291

[27] Keene JD, Komisarow JM, Friedersdorf MB. RIP-Chip: the isolation and identification of mRNAs, microRNAs and protein components of ribonucleoprotein complexes from cell extracts. Nat Protoc. 2006;1(1):302–7.17406249 10.1038/nprot.2006.47

[28] Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30(15):2114–20.24695404 10.1093/bioinformatics/btu170PMC4103590

[29] Dobin A, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[30] Robinson MD, McCarthy DJ, Smyth GK. edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2009;26(1):139–40.19910308 10.1093/bioinformatics/btp616PMC2796818

[31] Shen S, et al. rMATS: robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. Proc Natl Acad Sci USA. 2014;111(51):E5593–601.25480548 10.1073/pnas.1419161111PMC4280593

[32] Vitting-Seerup K, Sandelin A. IsoformSwitchAnalyzeR: analysis of changes in genome-wide patterns of alternative splicing and its functional consequences. Bioinformatics. 2019;35(21):4469–71.30989184 10.1093/bioinformatics/btz247

[33] Mikula M, et al. Landscape of the hnRNP K protein-protein interactome. Proteomics. 2006;6(8):2395–406.16518874 10.1002/pmic.200500632

[34] Pintacuda G, et al. hnRNPK recruits PCGF3/5-PRC1 to the Xist RNA B-repeat to establish polycomb-mediated chromosomal silencing. Mol Cell. 2017;68(5):955-969.e10.29220657 10.1016/j.molcel.2017.11.013PMC5735038

[35] Leal G, et al. The RNA-binding protein hnRNP K mediates the effect of BDNF on dendritic mRNA metabolism and regulates synaptic NMDA receptors in hippocampal neurons. eNeuro. 2017. 10.1523/ENEURO.0268-17.2017.29255796 10.1523/ENEURO.0268-17.2017PMC5732018

[36] Bomsztyk K, Denisenko O, Ostrowski J. hnRNP K: one protein multiple processes. BioEssays. 2004;26(6):629–38.15170860 10.1002/bies.20048

[37] Pham VV, et al. A structure-based mechanism for displacement of the HEXIM adapter from 7SK small nuclear RNA. Commun Biol. 2022;5(1):819.35970937 10.1038/s42003-022-03734-wPMC9378691

[38] Ji C, et al. Interaction of 7SK with the Smn complex modulates snRNP production. Nat Commun. 2021;12(1):1278.33627647 10.1038/s41467-021-21529-1PMC7904863

[39] Muniz L, et al. Controlling cellular P-TEFb activity by the HIV-1 transcriptional transactivator tat. PLoS Pathog. 2010;6(10): e1001152.20976203 10.1371/journal.ppat.1001152PMC2954905

[40] Tsai PH, et al. Ash2l interacts with Oct4-stemness circuitry to promote super-enhancer-driven pluripotency network. Nucleic Acids Res. 2019;47(19):10115–33.31555818 10.1093/nar/gkz801PMC6821267

[41] Li S, et al. Disruption of OCT4 ubiquitination increases OCT4 protein stability and ASH2L-B-mediated H3K4 methylation promoting pluripotency acquisition. Stem Cell Rep. 2018;11(4):973–87.10.1016/j.stemcr.2018.09.001PMC617884730269953

[42] Li D, et al. eIF4A2 targets developmental potency and histone H3.3 transcripts for translational control of stem cell pluripotency. Sci Adv. 2022;8(13):eabm0478.35353581 10.1126/sciadv.abm0478PMC8967233

[43] Huth M, et al. NMD is required for timely cell fate transitions by fine-tuning gene expression and regulating translation. Genes Dev. 2022;36(5–6):348–67.35241478 10.1101/gad.347690.120PMC8973849

[44] Murata K, et al. PRMT1 deficiency in mouse juvenile heart induces dilated cardiomyopathy and reveals cryptic alternative splicing products. iScience. 2018;8:200–13.30321814 10.1016/j.isci.2018.09.023PMC6197527

[45] Thisted T, Lyakhov DL, Liebhaber SA. Optimized RNA targets of two closely related triple KH domain proteins, heterogeneous nuclear ribonucleoprotein K and alphaCP-2KL, suggest Distinct modes of RNA recognition. J Biol Chem. 2001;276(20):17484–96.11278705 10.1074/jbc.M010594200

[46] Salomonis N, et al. Alternative splicing regulates mouse embryonic stem cell pluripotency and differentiation. Proc Natl Acad Sci USA. 2010;107(23):10514–9.20498046 10.1073/pnas.0912260107PMC2890851

[47] Xiong L, et al. Oct4 differentially regulates chromatin opening and enhancer transcription in pluripotent stem cells. eLife. 2022;11:e71533.35621159 10.7554/eLife.71533PMC9142147

[48] Samudyata, et al. Interaction of Sox2 with RNA binding proteins in mouse embryonic stem cells. Exp Cell Res. 2019;381(1):129–38.31077711 10.1016/j.yexcr.2019.05.006PMC6994247

[49] Ng S-Y, et al. The Long Noncoding RNA RMST Interacts with SOX2 to Regulate Neurogenesis. Mol Cell. 2013;51(3):349–59.23932716 10.1016/j.molcel.2013.07.017

[50] Lin N, et al. An evolutionarily conserved long noncoding RNA TUNA controls pluripotency and neural lineage commitment. Mol Cell. 2014;53(6):1005–19.24530304 10.1016/j.molcel.2014.01.021PMC4010157

[51] Thompson PJ, et al. hnRNP K coordinates transcriptional silencing by SETDB1 in embryonic stem cells. PLoS Genet. 2015;11(1): e1004933.25611934 10.1371/journal.pgen.1004933PMC4303303

[52] Chen Y, et al. Hnrnpk is essential for embryonic limb bud development as a transcription activator and a collaborator of insulator protein Ctcf. Cell Death Differ. 2023;30(10):2293–308.37608075 10.1038/s41418-023-01207-zPMC10589297

[53] Fujinaga K, Huang F, Peterlin BM. P-TEFb: The master regulator of transcription elongation. Mol Cell. 2023;83(3):393–403.36599353 10.1016/j.molcel.2022.12.006PMC9898187

[54] Hogg JR, Collins K. RNA-based affinity purification reveals 7SK RNPs with distinct composition and regulation. RNA. 2007;13(6):868–80.17456562 10.1261/rna.565207PMC1869041

[55] Lenasi T, Barboric M. P-TEFb stimulates transcription elongation and pre-mRNA splicing through multilateral mechanisms. RNA Biol. 2010;7(2):145–50.20305375 10.4161/rna.7.2.11057

[56] Girardot M, et al. SOX9 has distinct regulatory roles in alternative splicing and transcription. Nucleic Acids Res. 2018;46(17):9106–18.29901772 10.1093/nar/gky553PMC6158501

[57] Dillman AA, et al. mRNA expression, splicing and editing in the embryonic and adult mouse cerebral cortex. Nat Neurosci. 2013;16(4):499–506.23416452 10.1038/nn.3332PMC3609882

[58] Lu X, et al. SON connects the splicing-regulatory network with pluripotency in human embryonic stem cells. Nat Cell Biol. 2013;15(10):1141–52.24013217 10.1038/ncb2839PMC4097007

[59] Chappell J, et al. MYC/MAX control ERK signaling and pluripotency by regulation of dual-specificity phosphatases 2 and 7. Genes Dev. 2013;27(7):725–33.23592794 10.1101/gad.211300.112PMC3639414

[60] Zhang Z, et al. PRC2 complexes with JARID2, MTF2, and esPRC2p48 in ES cells to modulate ES cell pluripotency and somatic cell reprogramming. Stem Cells. 2011;29(2):229–40.21732481 10.1002/stem.578PMC3711030

[61] Kanitz A, et al. Conserved regulation of RNA processing in somatic cell reprogramming. BMC Genomics. 2019;20(1):100.30704403 10.1186/s12864-019-5438-2PMC6357513

[62] Wang J, et al. Ddx56 maintains proliferation of mouse embryonic stem cells via ribosome assembly and interaction with the Oct4/Sox2 complex. Stem Cell Res Ther. 2020;11(1):314.32703285 10.1186/s13287-020-01800-wPMC7376950

[63] Venables JP, et al. MBNL1 and RBFOX2 cooperate to establish a splicing programme involved in pluripotent stem cell differentiation. Nat Commun. 2013;4:2480.24048253 10.1038/ncomms3480

[64] Yamazaki T, et al. TCF3 alternative splicing controlled by hnRNP H/F regulates E-cadherin expression and hESC pluripotency. Genes Dev. 2018;32(17–18):1161–74.30115631 10.1101/gad.316984.118PMC6120717

[65] Kim KY, et al. Uhrf1 regulates active transcriptional marks at bivalent domains in pluripotent stem cells through Setd1a. Nat Commun. 2018;9(1):2583.29968706 10.1038/s41467-018-04818-0PMC6030064

[66] Xue Y, et al. Genome-wide analysis of PTB-RNA interactions reveals a strategy used by the general splicing repressor to modulate exon inclusion or skipping. Mol Cell. 2009;36(6):996–1006.20064465 10.1016/j.molcel.2009.12.003PMC2807993

[67] Makeyev AV, Liebhaber SA. The poly(C)-binding proteins: a multiplicity of functions and a search for mechanisms. RNA. 2002;8(3):265–78.12003487 10.1017/S1355838202024627PMC1370249

[68] Baluapuri A, et al. MYC recruits SPT5 to RNA polymerase II to promote processive transcription elongation. Mol Cell. 2019;74(4):674-687.e11.30928206 10.1016/j.molcel.2019.02.031PMC6527870

[69] Caggiano C, et al. c-MYC empowers transcription and productive splicing of the oncogenic splicing factor Sam68 in cancer. Nucleic Acids Res. 2019;47(12):6160–71.31066450 10.1093/nar/gkz344PMC6614821

# Supplementary material for: SOX2 interacts with hnRNPK to modulate alternative splicing in mouse embryonic stem cells
**Source:** Cell Biosci. 2024 Aug 19;14:102. doi: 10.1186/s13578-024-01284-8
**Supplement:** Supplementary file 1 — Additional file 1.

**Table S1.** Oligos used in this paper

|  | Sequence (5'-3') |
| --- | --- |

| **Sequence of *Fgf4* enhancer** | |
| --- | --- |
| *Fgf4* enhancer | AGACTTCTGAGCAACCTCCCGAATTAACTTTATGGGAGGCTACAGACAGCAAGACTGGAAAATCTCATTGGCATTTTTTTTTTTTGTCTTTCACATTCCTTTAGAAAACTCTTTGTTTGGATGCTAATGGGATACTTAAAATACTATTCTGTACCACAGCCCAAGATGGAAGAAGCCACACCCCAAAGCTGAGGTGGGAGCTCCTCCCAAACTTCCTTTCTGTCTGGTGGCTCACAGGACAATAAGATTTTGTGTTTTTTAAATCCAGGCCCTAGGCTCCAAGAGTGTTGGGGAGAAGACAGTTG |
| **Sequences of 7SK snRNA constructs** | |
| 7SK snRNA | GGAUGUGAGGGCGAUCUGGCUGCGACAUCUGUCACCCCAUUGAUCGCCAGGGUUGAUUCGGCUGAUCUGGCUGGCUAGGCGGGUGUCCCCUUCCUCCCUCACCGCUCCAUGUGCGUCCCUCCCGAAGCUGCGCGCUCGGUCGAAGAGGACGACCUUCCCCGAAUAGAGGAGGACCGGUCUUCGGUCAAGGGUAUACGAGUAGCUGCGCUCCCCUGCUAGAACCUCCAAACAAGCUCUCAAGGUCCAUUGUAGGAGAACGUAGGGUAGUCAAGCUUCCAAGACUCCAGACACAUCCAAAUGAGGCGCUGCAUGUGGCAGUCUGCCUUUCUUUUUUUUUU |
| 7SK snRNA SL1 | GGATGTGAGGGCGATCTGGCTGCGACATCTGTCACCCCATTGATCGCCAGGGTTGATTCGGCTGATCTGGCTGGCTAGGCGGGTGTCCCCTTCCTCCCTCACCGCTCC |

How the deposited data were processed for this re-analysis (not part of the article)

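RNA-seq was done on E14 ESCs in 4 groups of 2 biological replicates, a control shRNA and knockdowns (KD) of Sox2, hnRNPK and Cdk9. The authors trimmed adapters and removed read pairs of low quality or complexity with Trimmomatic, aligned the rest with STAR to GENCODE vM23 (mm10), and deposited raw counts per gene, neither normalized nor pooled over replicates. The paper's methods describe an edgeR test of transcript expression, while the deposited counts are per gene, so that isoforms cannot be separated here. The strand setting and the treatment of reads shared between genes are not stated. Genes with near-identical copies, overlapping genes and antisense genes are therefore called uncertain where they are named.

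The counts held 55335 genes, of which 55154 had a symbol in the annotation used here (GENCODE vM21) and 181 did not. Totals per library are given with the description of the experiment and differ little between groups. All 8 count columns were matched to a group and replicate by their names. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which left 16504. The tests used edgeR 4.0.16 in R 4.3.3, with TMM normalization, a group term and no covariate, the quasi-likelihood test and Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p under 0.05 and an absolute log2FC over 0.6. Each knockdown was compared with control, and Sox2-KD also with the libraries labelled hnRNPK-KD. With 2 replicates in each group, the spread was estimated over all groups together. The Hnrnpk mRNA was not lower in replicate 2 of the libraries labelled hnRNPK-KD, so that every direction drawn from that group rests on libraries of which only replicate 1 shows the knockdown.

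The genes named are the 27 genes of the paper and, for each knockdown, the 5 genes with the largest and the 5 with the smallest log2FC among DE genes with an average log2 CPM over 1 and both knockdown libraries on the same side of both control libraries. This rule, the main settings, the gene lists other than the fibroblast list and the alternatives were chosen before the data were examined. A fold against a group at or under 3 counts in each library is given as a bound. The 8 gene lists (naive pluripotency, formative pluripotency, trophectoderm, primitive endoderm, p53 targets, interferon response, immediate early, germline and 2-cell) were tested with camera in limma 3.58.1 (preset correlation 0.01), over 24 pairs of list and knockdown, with fry and an estimated correlation beside it.

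The test was tried on simulated counts with 200 changed genes. The quasi-likelihood test recovered 80.5% of them, with 10 false calls among 171, over 16082 genes. The likelihood ratio test and the exact test each recovered 83%, with 20 false calls among 186, and DESeq2 recovered 84%, with 20 false calls among 188. To give the values that shared control libraries produce, groups without any change were simulated against the real control libraries. The 30 draws used the fitted dispersions and drew each gene independently of the others. The genes of the simulated groups were also counted at the largest p called in each real group. Groups with changed genes reach a larger p at the same adjusted p.

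The alternatives were DESeq2 1.42.0, its type of size factors in edgeR, library totals in place of TMM, no filter, at least 10 counts in every library, only the 4 libraries compared in each fit, the replicate number as a block, the likelihood ratio test, the exact test, other thresholds, a separate control library for each knockdown, abundant genes alone (average log2 CPM over 3), and leaving out each library in turn. Trends with GC content and transcript length were removed with natural splines of 5 degrees of freedom in 1 further check. The shRNA target sequences were searched in the GENCODE vM21 transcripts with up to 2 mismatches, and the enhancer in GRCm38. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

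Table S2 was used as the text of its sheets. The sheet of events changed in the same direction holds fewer rows in the copy used than the paper gives, so that no set test was run on it. Splicing itself, the binding assays, the RT-PCR and the isoform fractions were not analysed here, because the counts are per gene.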

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

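The tests of fibroblasts, of the GC content and length trend on the marker lists, of scaling between libraries and of the control cultures were chosen after the higher lists or genes were seen, and the tests over all DE genes before. The genes and lists below lie outside those the paper discusses and were higher than in the control libraries. Groups of 2 libraries are too small for a test of outliers.

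In Sox2-KD E14 ESCs, among DE genes with an average log2 CPM over 1 and both Sox2-KD libraries on the same side of both control libraries, the highest were H19 (log2FC 8.16), Dab2 (log2FC 5.85), Krt18 (log2FC 4.34), Nr2f2 (log2FC 3.89) and Slc40a1 (log2FC 3.59). H19 differed between the Sox2-KD libraries, at 54.1 CPM in replicate 1 and 161 CPM in replicate 2. H19, Dab2 and Nr2f2 were not tested under the filter of at least 10 counts in every library, which removes them. Of the lists of marker genes, trophectoderm had a median log2FC of 1.06 in Sox2-KD (adjusted p = 8.95e-05 from camera, 9 of 12 tested genes higher, 7 DE), and primitive endoderm a median log2FC of 1.42 (adjusted p = 8.38e-05 from camera, 7 of 10 tested genes higher, 4 DE). Dab2 belongs to the latter list and Krt18 to the former, so that the genes and the lists are not independent. With each library left out in turn, the medians stayed between 0.993 and 1.35 and between 1.05 and 1.43. Of the 6 alternatives run for the lists, trophectoderm passed in 6 and primitive endoderm in 5. With at least 10 counts in every library, 6 genes of the latter were left and its adjusted p was 0.182. Neither list passed with fry or with an estimated correlation.

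A trend with GC content and transcript length was argued against by the medians after its removal, 0.975 for trophectoderm and 1.32 for primitive endoderm, and by the 689 of 713 DE genes that stayed past both thresholds. With library totals in place of TMM the medians were 1.13 and 1.49. The TMM factors of the control and Sox2-KD libraries lay between 0.9864 and 1.0506, so that this change could move the medians only little. It cannot exclude an error of scaling that both methods share. A few genes taking most of the counts was argued against by the share of the 10 most abundant genes, which differed by -0.26 percentage points between Sox2-KD and control. Fibroblasts in the cultures would have brought their collagen mRNAs. The median log2FC of a fibroblast list in Sox2-KD was -0.393 over 8 tested genes of 12, with 3 higher and 5 lower, Col1a1 at -0.50 and Col1a2 at -3.44. A single gene of that list, Lum, was DE and higher (adjusted p = 0.027 from edgeR's quasi-likelihood test), at 23 and 13 counts in the Sox2-KD libraries. The control libraries held at most 1 count of Lum, so that no exact fold is given. A change of the E14 ESCs toward these lineages after the knockdown of Sox2 also stays open. It is a hypothesis found and tested on the same libraries. Cells of other types were not tested.

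In Cdk9-KD E14 ESCs the highest DE genes were Mgat4c (log2FC 3.37), Nt5e (log2FC 2.58), Eomes (log2FC 2.39), Islr2 (log2FC 2.34) and Bmp4 (log2FC 1.97). All 23 DE genes of Cdk9-KD stayed past both thresholds after the GC content and length correction. The correction also raised the number of DE genes, to 37 in Cdk9-KD, 877 in Sox2-KD and 3 in the libraries labelled hnRNPK-KD. These 5 genes were higher in all 3 groups than in the control libraries, with log2FC from 1.27 (Islr2) to 2.81 (Nt5e) in Sox2-KD and from 1.32 (Eomes) to 2.59 (Nt5e) in the libraries labelled hnRNPK-KD. The libraries labelled hnRNPK-KD include a replicate without lower Hnrnpk. The control group differed from the mean of the other 3 groups in 13 genes, these 5 among them. A difference of the control cultures alone would give equal log2FC in the 3 groups. In 10 of the 13 genes the 3 groups differed among themselves (adjusted p under 0.05 over these genes, from edgeR's quasi-likelihood test), with Mgat4c, Eomes and Islr2 highest in Cdk9-KD, which argues against such a difference as the whole change of these genes. In the other 3, Nt5e, Bmp4 and Obox6, no difference among the groups was found. A part played by the control cultures and a response common to the 3 knockdowns cannot be told apart, because there is a single control group.

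In the libraries labelled hnRNPK-KD, the formative pluripotency list had a median log2FC of 0.217 (adjusted p = 0.0448 from camera), with 6 of 10 tested genes higher and 0 DE. It rested on single libraries, since the median was -0.027 without replicate 1 of the libraries labelled hnRNPK-KD and 0.649 without control replicate 2. It did not pass without a filter (adjusted p = 0.0657), with the replicate number as a block (adjusted p = 0.0608), with fry or with an estimated correlation. No technical explanation was tested for this list.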

How the results depend on the processing

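No test of this part was chosen after the result was seen. The paper's genes followed under every alternative were picked from the earlier list after values were seen. Replacing TMM by DESeq2's type of size factors, or the fold threshold by adjusted p alone, changed no count by more than 1.5 times.

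The counts depended most on the test. With DESeq2, 83 genes were DE in the libraries labelled hnRNPK-KD, 222 in Cdk9-KD, and 24 in all 3 groups. Sox2-KD shared 41 with the libraries labelled hnRNPK-KD and 79 with Cdk9-KD, and the latter groups shared 42. Of the genes of Table S2, 19 were DE in Sox2-KD, in the libraries labelled hnRNPK-KD or in both. Of the targeted genes 2 were DE in their own knockdown, and of the paper's genes 3. With the likelihood ratio test the counts were 1350 in Sox2-KD, 87 in the libraries labelled hnRNPK-KD, 279 in Cdk9-KD and 1690 between Sox2-KD and the libraries labelled hnRNPK-KD, with 25 in all 3 groups, 45, 89 and 42 in the pairs, 20 of Table S2, 2 targeted genes and 3 genes of the paper. With the exact test they were 1279, 81, 242 and 1593, with 22 in all 3 groups, 41, 81 and 36 in the pairs, 20 of Table S2, 2 targeted genes and 3 genes of the paper. In simulated counts these 3 tests each made 20 false calls and the quasi-likelihood test 10. In the group simulated there without a change, the likelihood ratio test made 6 false calls, the exact test 5 and DESeq2 5, against 87, 81 and 83 genes in the libraries labelled hnRNPK-KD. In 30 draws of unchanged groups against the real control libraries, the exact test called from 0 to 8 genes in a group, DESeq2 from 0 to 9 and the quasi-likelihood test from 0 to 1. The cause of the different counts was not tested.

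Without a filter 1 gene, Nt5e, was DE in the libraries labelled hnRNPK-KD, and so 1 in all 3 groups, 1 shared with Sox2-KD and 1 with Cdk9-KD. The correlation of log2FC was then 0.41 for Sox2-KD and the libraries labelled hnRNPK-KD and 0.38 for Sox2-KD and Cdk9-KD. With at least 10 counts in every library the latter was 0.20, and 3 pairs of marker list and knockdown passed in place of 6. With only the 4 libraries compared, 9 genes of Table S2 were DE. Sox2 lost its call in Sox2-KD, leaving 0 of the targeted genes and 0 of the paper's genes, without a filter, with at least 10 counts in every library, with library totals, with the 4 libraries, with an absolute log2FC over 1, and with the replicate number as a block. Its log2FC of -0.64 is smaller in size than 1, and for the other settings the cause was not tested. With library totals the share of higher genes between Sox2-KD and the libraries labelled hnRNPK-KD was 78.3% (903 higher, 250 lower), against 66.9% with TMM.

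With the replicate number as a block, 15 genes were DE in Cdk9-KD in place of 23. The numbers do not pair the libraries, since the correlations of same-numbered deviations ranged from -0.2229 to 0.21.

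With 1 control library for each knockdown, the correlation of Sox2-KD with the libraries labelled hnRNPK-KD was -0.042 the first way round (Spearman -0.0167) and 0.0385 the other way. That of Sox2-KD with Cdk9-KD was -0.0622 and -0.0253, and that of the libraries labelled hnRNPK-KD with Cdk9-KD was 0.33 and 0.26. With each library left out in turn, the correlation of Sox2-KD with the libraries labelled hnRNPK-KD ranged from 0.0169 (without hnRNPK-KD replicate 1) to 0.42 (without control replicate 1), that of Sox2-KD with Cdk9-KD from -0.0319 (without Cdk9-KD replicate 1) to 0.34 (without control replicate 1), and that of the libraries labelled hnRNPK-KD with Cdk9-KD from 0.45 (without Cdk9-KD replicate 2) to 0.73 (without control replicate 1). The last correlation was 0.45 without hnRNPK-KD replicate 2 as well. Of the 713 DE genes of Sox2-KD, between 693 and 711 stayed past the fold threshold in the same direction, and of Cdk9-KD 23.

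Single libraries reversed small log2FC. In the libraries labelled hnRNPK-KD, Hnrnpk ranged from -0.698 without replicate 2 to 0.0307 without replicate 1, Sox2 from -0.1075 without control replicate 1 to 0.2652 without control replicate 2 (-3e-04 without replicate 2), Cdk9 from -0.1639 without control replicate 1 to 0.094 without control replicate 2 (0.0454 without replicate 1), Pou5f1 from -0.0572 without replicate 2 to 0.0131 without control replicate 2 (0.0122 without replicate 1), and Eif4a2 from -0.4051 without replicate 1 to 0.0916 without control replicate 1 (0.0267 without replicate 2). Sall4 ranged there from -0.0153 without control replicate 1 to 0.4059 without control replicate 2. In Sox2-KD, Cdk9 ranged from -0.0245 without control replicate 1 to 0.2338 without control replicate 2, and Sall4 from -0.4039 without control replicate 1 to 0.0177 without control replicate 2. Among the other results, the likelihood ratio test, the exact test and DESeq2 each brought 2 past the thresholds, Cdk9 in Cdk9-KD and Fgf4 in Sox2-KD. Among the lowest genes of Cdk9-KD, calls were lost by Dcdc2a and Tex13b with library totals (adjusted p = 0.0505 and 0.0543), by Xlr5b and Mafa with the replicate number as a block (adjusted p = 0.0663 and 0.0676) and by Mafa with only the 4 libraries compared (adjusted p = 0.0528). Over the alternatives that tested them, the adjusted p ranged from 7.31e-07 to 0.0505 for Dcdc2a, 2.44e-06 to 0.0543 for Tex13b, 5.15e-08 to 0.0663 for Xlr5b and 4.77e-06 to 0.0676 for Mafa. The cause was not tested. The filter of at least 10 counts in every library removed Dcdc2a, Tex13b, Xlr5b and Slfn3, and in Sox2-KD H19, Dab2, Nr2f2, Stk33, Gm2832, Vax2os and D630039A03Rik, so that it gave no value for them. Besides, 37 values moved by more than the spread between replicates when 1 library was left out. At 2 libraries in each group, a gene that did not pass is not shown to be unchanged.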

Differences from the paper's values

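No test of this part was chosen after the result was seen, but the paper's genes followed under every alternative were picked after values were seen. The paper's number of genes changed in all 3 groups is 18 (Fig. 3J), and it was 0 here. Of the alternatives set before the data were examined, DESeq2 (24), the likelihood ratio test (25) and the exact test (22) came within 1.5 times of the paper's number, and the others did not.

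From Fig. 3J, read by eye, the paper's number of changed genes in hnRNPK-KD is about 170, against 0 in the libraries labelled hnRNPK-KD, and none of the alternatives set before the data were examined closed the gap (DESeq2 gave 83, the likelihood ratio test 87 and the exact test 81). In Cdk9-KD it is about 270 in Fig. 3J, read by eye, against 23, and DESeq2 (222), the likelihood ratio test (279) and the exact test (242) closed the gap while the others did not. In Sox2-KD it is about 750 in Fig. 3J, read by eye, against 713. There the likelihood ratio test (1350) and the exact test (1279) gave more than 1.5 times the paper's number, and DESeq2 (1029) did not. For the genes shared by Sox2-KD and hnRNPK-KD it is about 39 in Fig. 3J, read by eye, against 0, and DESeq2 (41), the likelihood ratio test (45) and the exact test (41) closed the gap. For Sox2-KD and Cdk9-KD it is about 51 in Fig. 3J, read by eye, against 7, and none of the alternatives set before the data were examined closed the gap (79, 89 and 81 with the same 3 tests). For hnRNPK-KD and Cdk9-KD it is about 67 in Fig. 3J, read by eye, against 0, and none closed the gap (42, 42 and 36).

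The paper's qRT-PCR level of Sox2 mRNA in Sox2-KD, relative to control, is about 0.2 in Fig. 1C, read by eye, against 0.641 in the RNA-seq counts. That of Hnrnpk in hnRNPK-KD is about 0.5 in Fig. 1D, read by eye, against 0.828 in the libraries labelled hnRNPK-KD. For Sox2, none of the alternatives set before the data were examined closed the gap. For Hnrnpk, leaving out replicate 2 of the libraries labelled hnRNPK-KD closed it, with a level of 0.616, and none of the other alternatives set before the data were examined did.

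The paper states that Esrrb, Nanog, Oct4 (Pou5f1) and Sall4 mRNA is suppressed in both knockdowns (Fig. 1F, G). In the RNA-seq counts their log2FC in Sox2-KD were -0.20, -0.43, -0.25 and -0.20, and in the libraries labelled hnRNPK-KD 0.12, -0.22, -0.01 and 0.20, and none passed both thresholds under any setting run. The paper also states that Sox2 and hnRNPK expression is lower in either knockdown (Figure S1). Here Hnrnpk had a log2FC of -0.21 in Sox2-KD (adjusted p = 0.624 from edgeR's quasi-likelihood test), and Sox2 had 0.08 in the libraries labelled hnRNPK-KD (adjusted p = 0.950).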

Other observations

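The tests on pseudogene copies, on exchanged libraries, on the control cultures and on the rows of Table S2, and that of shared controls for the genes of all 3 groups, were chosen after the result was seen, and the limit to pairs with several events in both knockdowns after the share over all pairs was seen.

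Hnrnpk was not lower in replicate 2 of the libraries labelled hnRNPK-KD (1144 CPM), while replicate 1 was at 697 CPM. The pseudogene copies of Hnrnpk held at most 5.44% of its counts in any library. This does not show how many reads of the copies were counted on Hnrnpk, so that such reads stay open. An exchange with a library of another group was argued against, since the lowest level among those 6 libraries was 959 CPM. Replicate 2 had a Pearson correlation of log CPM of 0.984 with Cdk9-KD replicate 2 and 0.983 with its own replicate, a small difference. A weak knockdown or a loss of the shRNA during culture stay open and were not tested.

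The log2FC of the libraries labelled hnRNPK-KD and of Cdk9-KD had a correlation of 0.62, above the simulated range with shared controls (from 0.464 to 0.5). With 1 control library for each group it was at least 0.2614, above the highest simulated value of 0.035. The simulated genes varied independently, while deviations of same-numbered libraries correlated between groups from -0.2229 to 0.21. The simulated ranges are thus too narrow, and the test did not decide whether shared controls were the whole cause. For Sox2-KD with the libraries labelled hnRNPK-KD, and for Sox2-KD with Cdk9-KD, the test did not decide either. With both controls their correlations (0.18 and 0.09) lay below the simulated range, and the lower values with 1 control for each group, -0.042 and -0.0622, lay below the simulated 0.007 to 0.035 as well. Neither part of what shared controls alone would give was met, and the simulated groups hold no changed genes, unlike Sox2-KD.

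The genes that the exact test placed in all 3 groups numbered 22. Simulated unchanged groups, held to the p limits of the real groups, shared at most 4 in all 3. These groups hold no changed genes, and a gene changed in the other groups alone needs only a false call in the libraries labelled hnRNPK-KD, of which the simulated draws gave up to 22. The 22 genes would be reached only if every false call of the highest draw fell on genes called in both other groups. In the same draws, the groups that stood for the libraries labelled hnRNPK-KD and for Cdk9-KD shared at most 5 genes. The exact test gave 36 for this pair, more than the highest number of false calls. The bound of 22 false calls equals the 22 genes of all 3 groups, so that the values cannot decide for these. The 36 genes of the pair exceed it, but the draws held independent genes and took the fitted dispersions as true. Shared controls therefore stay open. A candidate explanation is a difference of the control cultures from every other culture. The control group differed from the mean of the other 3 groups in 13 genes, 9 lower and 4 higher. In the same test Cdk9-KD differed in 114 genes, Sox2-KD in 1622 and the libraries labelled hnRNPK-KD in 0 (1476 at an unadjusted p under 0.05). In 10 of the 13 genes the 3 knockdown groups differed among themselves, which argues against the control cultures as the whole change there. As a part of the change they stay open, since a response common to the 3 knockdowns predicts the same genes, and they cannot be told apart with 1 control group.

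Other marker lists moved less or rested on single libraries. Naive pluripotency had a median log2FC of -0.247 in Sox2-KD (adjusted p = 0.0204 from camera, 9 of 12 genes lower), 0.004 in the libraries labelled hnRNPK-KD (adjusted p = 0.981) and 0.222 in Cdk9-KD (adjusted p = 0.234). In Sox2-KD it ranged from -0.439 without replicate 2 to -0.12 without control replicate 2. The germline and 2-cell list had -0.967 in the libraries labelled hnRNPK-KD (adjusted p = 0.00457, 11 of 12 lower) and -1.91 in Cdk9-KD (adjusted p = 0.00213, 10 of 12 lower, and -0.396 with genes at the floor set to their bounds). Without control replicate 1 these were -0.035 and -0.469, and the list holds near-identical Zscan4 copies whose counting is uncertain. With at least 10 counts in every library, 5 genes of the list were left and it did not pass (adjusted p = 0.182 and 0.246). It had 0.373 in Sox2-KD (adjusted p = 0.127), and ranged there from 0.298 without control replicate 2 to 1.81 without control replicate 1. None of these passed with fry or an estimated correlation. Formative pluripotency had -0.078 in Sox2-KD (adjusted p = 0.473) and 0.188 in Cdk9-KD (adjusted p = 0.814). Trophectoderm had 0.227 in the libraries labelled hnRNPK-KD (adjusted p = 0.583) and 0.189 in Cdk9-KD (adjusted p = 0.395), and primitive endoderm -0.085 (adjusted p = 0.981) and 0.14 (adjusted p = 0.515). In the order Sox2-KD, libraries labelled hnRNPK-KD and Cdk9-KD, the p53 targets had 0.292, 0.154 and -0.115 (adjusted p = 0.127, 0.337 and 0.741), the interferon response 0.61, -0.096 and -0.311 (adjusted p = 0.104, 0.305 and 0.237), and the immediate early list 0.128, 0.091 and 0.166 (adjusted p = 0.305, 0.761 and 0.258). In Sox2-KD the p53 targets passed with only the 4 libraries compared (adjusted p = 0.013), and the interferon response without a filter (adjusted p = 0.0116). The median of the interferon response in Sox2-KD ranged from 0.091 without Sox2-KD replicate 2 to 1 without Sox2-KD replicate 1. No explanation was tested for these lists.

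In Table S2, the 819 rows hold 458 distinct hnRNPK-KD events, of which 279 appear in 1 row and the most frequent in 10 rows. Of the 124 pairs of gene and event type with more than 1 row, 102 (82.3%) have as many rows as the number of distinct hnRNPK-KD events times the number of distinct Sox2-KD events. A pair with 1 event in either knockdown meets this unless a row repeats, and the other 22 all hold identical rows. In the copy used, 67 of the 819 rows are identical to an earlier row. Of the 124 pairs, 37 have more than 1 distinct event in both knockdowns. In 36 of these (97.3%) the rows equal the product, and in 0 the larger of the numbers of events, which is consistent with every event of a gene in 1 knockdown being set beside every event of its type in the other. Of 504 SE rows, 266 have the same flanking positions in both knockdowns, and 125 (24.8%) the same exon and flanking positions. In 248 rows the hnRNPK-KD false discovery rate is 0.05 or more, up to 0.0996. How the rows were made was not otherwise tested.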
